# Evolved Differences in *cis* and *trans* Regulation Between the Maternal and Zygotic mRNA Complements in the *Drosophila* Embryo

**DOI:** 10.1534/genetics.120.303626

**Published:** 2020-09-14

**Authors:** Emily L. Cartwright, Susan E. Lott

**Keywords:** gene expression regulation, maternal mRNA deposition, zygotic transcription, *cis* and *trans* regulation

## Abstract

How gene expression can evolve depends on the mechanisms driving gene expression. Gene expression is controlled in different ways in different developmental stages; here we ask whether different developmental stages show different patterns of regulatory evolution. To explore the mode of regulatory evolution, we used the early stages of embryonic development controlled by two different genomes, that of the mother and that of the zygote. During embryogenesis in all animals, initial developmental processes are driven entirely by maternally provided gene products deposited into the oocyte. The zygotic genome is activated later, when developmental control is handed off from maternal gene products to the zygote during the maternal-to-zygotic transition. Using hybrid crosses between sister species of *Drosophila* (*D*. *simulans*, *D. sechellia*, and *D. mauritiana*) and transcriptomics, we find that the regulation of maternal transcript deposition and zygotic transcription evolve through different mechanisms. We find that patterns of transcript level inheritance in hybrids, relative to parental species, differ between maternal and zygotic transcripts, and maternal transcript levels are more likely to be conserved. Changes in transcript levels occur predominantly through differences in *trans* regulation for maternal genes, while changes in zygotic transcription occur through a combination of both *cis* and *trans* regulatory changes. Differences in the underlying regulatory landscape in the mother and the zygote are likely the primary determinants for how maternal and zygotic transcripts evolve.

## Abstract (precis)

The critical processes of early development require gene products that mothers deposit into eggs, before the zygotic genome is transcriptionally activated. Here, Cartwright and Lott determine that patterns of gene regulatory evolution differ for transcripts .....

SINCE the proposal that regulation of gene expression may be one of the primary drivers of morphological evolution was introduced (King and Wilson 1975; Carroll 1995), much research has been directed toward elucidating mechanisms underlying the evolution of gene expression. The mechanistic basis of regulatory control determines the substrate for evolution of gene expression. At the transcriptional level, gene expression is controlled by *cis*-regulatory elements (regulatory DNA sequences, such as enhancers or promoters) and by *trans*-acting factors (such as transcription factors or miRNAs that bind the regulatory DNA of many genes). Due to their modular structure (Britten and Davidson 1969; Davidson and Peter 2015), changes in *cis*-regulatory elements can lead to the evolution of altered gene expression, and, thus, new traits (Prud’homme *et al.* 2006; Chan *et al.* 2010; Kvon *et al.* 2016) without the pleiotropic consequences for other critical traits controlled by the same gene. On the other hand, transcription factors that bind to enhancers often have higher pleiotropy, and, thus, can affect the expression of many genes. This poses a fundamental mechanistic question as to how gene regulatory evolution occurs: whether changes are more likely to occur in *cis*-regulatory elements or *trans*-acting factors.

In order to determine the relative contributions of *cis* and *trans* elements to the evolution of gene expression genome-wide, previous studies implemented the use of genetic hybrids and methods of detecting allele-specific expression (Wittkopp *et al.* 2004; Landry *et al.* 2005; Graze *et al.* 2009; McManus *et al.* 2010; Coolon *et al.* 2014; León-Novelo *et al.* 2014). Several studies point to differences in *cis* regulation as the primary mechanism of change in transcript abundance within or between species (Graze *et al.* 2009; Mack *et al.* 2016), while other studies indicate that *trans* changes are more widespread (McManus *et al.* 2010; Glaser-Schmitt *et al.* 2018). Previous research has proposed that the difference in the abundance of *cis* *vs.* *trans* changes affecting gene expression can be explained by the divergence times of the strains or species being compared (Coolon *et al.* 2014), or the particular tissue type examined (Buchberger *et al.* 2019). Given this body of previous work, it is surprising that, to our knowledge, no previous study has compared *cis* and *trans* contributions to gene expression evolution across developmental stages in a model organism.

In this study, we ask whether contributions of *cis* and *trans* changes to gene regulatory evolution differ across developmental stages. We chose stages during embryogenesis that are close together in developmental time, yet are likely to broadly differ in the mechanistic basis of regulation. The general regulatory architecture of a particular stage likely affects how regulation at this stage can evolve. The early stages of development utilized here are under regulatory control of entirely different genomes: that of the mother, and that of the zygote. The earliest developmental processes in embryogenesis are regulated by maternally provided RNA and protein, which lay the foundation for the rest of development (Tadros and Lipshitz 2009; Vastenhouw *et al.* 2019). These maternally derived gene products carry out all initial developmental events because, at the time of fertilization, the zygotic genome is transcriptionally silent. Because the zygotic genome is not yet transcriptionally active, post-transcriptional mechanisms also play an important role in regulating the amount of maternal gene products present (Tadros *et al.* 2007; Rouget *et al.* 2010; Barckmann and Simonelig 2013). As the zygotic genome is activated, control of developmental processes is handed off from the maternally deposited factors to those derived from the zygotic genome in a process known as the maternal-to-zygotic transition (MZT). The MZT is a highly conserved and regulated process during early development that occurs in all animals and in some species of flowering plants (Baroux *et al.* 2008; Tadros and Lipshitz 2009; Vastenhouw *et al.* 2019).

Regulation of early zygotic gene expression has been studied extensively over many years (Mannervik 2014; Schulz and Harrison 2019), while regulatory control of maternal genes is not well understood. Studies of maternal transcripts have focused largely on their transport into the oocyte (Mische *et al.* 2007; Kugler and Lasko 2009), their localization and movement within the oocyte and embryo (Theurkauf and Hazelrigg 1998; Kugler and Lasko 2009), activation of their translation (Salles *et al.* 1994), and their degradation (Tadros *et al.* 2007; Bushati *et al.* 2008; Laver *et al.* 2015). Zygotic gene expression is precisely regulated, with classic examples such as the *even-skipped* gene having multiple enhancer elements along with multiple transcription factors responsible for producing complex expression patterns in developmental time and embryonic space (Small *et al.* 1992; Perry *et al.* 2011; Mannervik 2014). In contrast, maternal transcripts are produced by support cells called nurse cells during oogenesis, which are polyploid and highly transcriptionally active (Kugler and Lasko 2009; Lasko 2012), rapidly producing large amounts of transcripts. Roughly 50%–75% of the genome is maternally deposited (De Renzis *et al.* 2007; Tadros *et al.* 2007; Thomsen *et al.* 2010; Lott *et al.* 2011; Vastenhouw *et al.* 2019) and there is considerable post-transcriptional regulation of maternal factors (Tadros *et al.* 2007; Bushati *et al.* 2008; Laver *et al.* 2015). For these reasons, regulation at the transcript level may not need to be as precise. While the mechanisms behind maternal transcription are not well understood, the regulatory environments driving the production of the maternal and zygotic transcriptomes are quite different.

To study the regulatory basis of differences in transcript levels at the maternal and zygotic stages of early development between species, we focused on three closely related species of *Drosophila* (*D. simulans*, *D. sechellia*, and *D. mauritiana*). Despite having a recent divergence time of 250,000 years (McDermott and Kliman 2008), these sister species have differences in the pools of transcripts present in the developing embryo, both at a stage where only maternal transcripts are present, and at a stage after zygotic genome activation (ZGA; Atallah and Lott 2018). By comparing hybrids and parental lines of the species *D. simulans*, *D. sechellia*, and *D. mauritiana*, we asked whether, at each of these two developmental stages, changes in gene expression between species occurred due to changes in *cis*, in *trans*, or in a combination of the two.

We found that patterns of gene regulatory changes between species are distinct across developmental stages for maternally deposited transcripts and for genes with primarily zygotic expression (see *Materials and Methods*) in early embryogenesis. Differences in maternal transcripts occur much more frequently due to *trans* as opposed to *cis* regulatory changes, while differences in zygotic gene transcription occur through a mix of *cis*, *trans*, and the combined action of *cis* and *trans* regulatory changes. The complex pattern of changes found in our study at the zygotic stage speaks to what has been known about regulation at this stage for some time, that both *cis* and *trans* elements are necessary for the intricate control of gene expression in time and space at this stage of embryogenesis. The large proportion of *trans* regulatory signal found at the maternal stage may reveal fundamental properties of the regulatory architecture during oogenesis. *Trans* regulators can affect a large number of genes at the same time, as might be necessary to maximize mRNA production to load sufficient numbers of transcripts into the egg. We also identified motifs associated with *trans* regulation at the level of chromatin at the maternal stage, which lends evidence to an emerging picture of how gene expression might be regulated genome-wide during oogenesis. Overall, we find distinct patterns of gene regulatory changes at the two embryonic timepoints, before and after ZGA, indicating evolved changes in gene regulation differ based on the developmental context.

## Materials and Methods

### Crossing scheme and sample acquisition

Three *Drosophila* species were used for this study: *D. sechellia* (Dsec/wild-type;14021-0248.25) and *D. simulans* (Dsim/w[501]; 14021-0251.011) from the 12 Genomes study (*Drosophila* 12 Genomes Consortium *et al.* 2007), and *D. mauritiana* (Dmau/[w1];14021-0241.60). For interspecific crosses, each vial was set up using 7–12 virgin females from one species and 7–10 males from another. We did not cross *D. sechellia* females and *D. simulans* males, as this combination is known to be incompatible (Lachaise *et al.* 1986). Two types of hybrid crosses were established from which embryos were collected: (1) to determine the regulatory basis of changes in zygotic gene expression, hybrid F1 embryos were collected; and (2) to determine the regulatory basis of changes in maternal gene expression, embryos produced by hybrid F1 mothers were collected. To investigate the regulatory basis of changes in zygotic gene expression, we collected hybrid F1 embryos at the very end of blastoderm stage, stage 5 (Bownes’ stages; Bownes 1975; Campos-Ortega and Hartenstein 2013), a timepoint after the zygotic genome is activated. We define late stage 5 by morphology; it is the point when cellularization is complete, but gastrulation has not yet begun. In order to determine the regulatory basis of changes in maternal gene expression, similar crosses were established with hybrid females from the F1 generations of the initial crosses and males that were the same species as the maternal species in the parental cross. We set up crosses in this manner in order to establish consistency among crosses, although the male genotype is unlikely to affect our data. The contribution of sperm mRNA to the zygote is debated but known contributions are small (Fischer *et al.* 2012) and likely not detectable via RNA-sequencing (Ali-Murthy *et al.* 2013). This second set of crosses was used to collect stage 2 embryos (Bownes’ stages; Bownes 1975; Campos-Ortega and Hartenstein 2013), during which time only maternal gene products are present. At this point in development, the cytoplasm has retracted from the vitelline membrane at the anterior and posterior poles of the embryo but pole cells have not yet migrated to the posterior (Ashburner *et al.* 1989). As is conventional in *Drosophila* genetics, we denote our crosses by listing the female genotype first and the male genotype second. For example, in a cross between *D. mauritiana* and *D. simulans*, we write the genotype of the resulting stage 5 hybrid embryo as *mau* x *sim*. We describe the hybrid genotype of stage 2 embryos from backcrosses of hybrid F1 females, and males of the maternal species in the initial cross in a similar way, *e.g.*, (*mau* x *sim*) x *mau* (also see Figure 1 for cross diagram).

**Figure 1:**
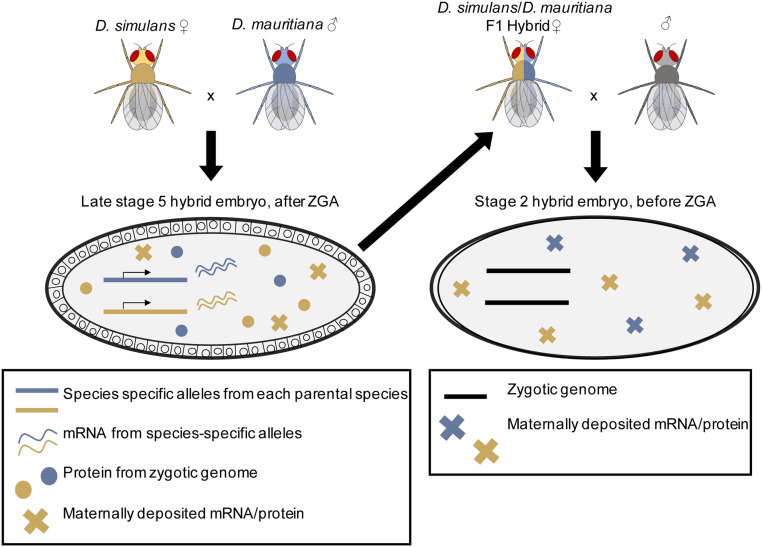
Crosses to produce hybrid embryos for the zygotic and maternal stages. To look at changes in regulation for zygotic genes, hybrid stage 5 embryos (left) were produced by crossing two parental species and collecting their eggs at the appropriate stage (late stage 5). To look at regulatory changes in maternal transcript deposition, F1 hybrid mothers were mated to males and stage 2 embryos were collected (right). In both cases, transcription is coming from a F1 hybrid genome, either that of the zygote (left) which is measured after zygotic genome activation (late stage 5) or the mother (right) which is measured when all the transcripts in the embryo are maternally deposited (stage 2).

All flies were raised in vials on standard cornmeal media at 25°. Flies were allowed to lay eggs for ∼2 hr (for collecting stage 2 embryos) and ∼3 hr (for collecting stage 5 embryos) before they were transferred to a new vial so that the eggs could be harvested. Eggs were collected from 4- to 14-day-old females, dechorionated using 50% bleach, and moved into halocarbon oil on a microscope slide for staging. Embryos were staged at the appropriate developmental time point under a microscope (Zeiss AxioImager M2), imaged, and promptly collected at stage 2 or at the end of stage 5 (Bownes’ stages; Bownes 1975; Campos-Ortega and Hartenstein 2013), of embryonic development.

To collect the samples after staging, the embryos were quickly transferred with a paintbrush to Parafilm (Bemis) and rolled (to remove excess halocarbon oil) into a drop of TRIzol (Ambion). The embryos were ruptured with a needle so that the contents dissolved in the TRIzol and were transferred to a tube to be frozen at −80° until extraction. RNA was extracted using glycogen as a carrier (as per manufacturer instructions) in a total volume of 1 ml TRIzol. Approximately 80–120 ng total RNA was extracted from individual embryos, measured using a Qubit 2.0 fluorimeter (Invitrogen). The quality of the RNA was validated on RNA Pico Chips using an Agilent Bioanalyzer.

Genotyping was performed to determine embryo sex for stage 5 samples, as dosage compensation is not complete and transcript levels for genes on the X chromosome may differ for males and females at this time in development (Lott *et al.* 2014). DNA was extracted from each sample along with the RNA as per manufacturer instructions and amplified using a whole genome amplification kit (illustra GenomePhi v2, GE Healthcare). Sex-specific primers (Supplemental Material, Table S1) designed for use with all three species, two sets for the Y chromosome (to the *ORY* and *kl-2* genes) and one control set (to *ftz*), were used to genotype the single embryos after genome amplification. For the stage 5 samples, a total of three male and three female embryos from each cross were used for sequencing. One noted exception is that, in the *sim* x *mau* cross, a total of four female and two male embryos were collected, as determined from the transcriptomic data. A total of three stage 2 embryos were collected. We did not perform genotyping for embryo sex on the stage 2 embryos because the zygotic genome is not yet active at this stage in development.

### Library preparation and sequencing

The RNA from single embryos was treated with DNase (TurboDNA-free; Life AM1907) using manufacturer instructions and RNA sequencing libraries were constructed with Illumina TruSeq v2 kits following the manufacturer’s low sample protocol. The Illumina protocol uses oligo (dT) beads to enrich for polyadenylated transcripts. Because poly(A) tail length is important in many post-transcriptional processes during early development, including translational efficiency, it is important to ensure that the method used for mRNA selection does not produce a biased set of poly(A) tail lengths. Previous datasets report poly(A) length distributions for transcripts during oogenesis and early development (Lim *et al.* 2016; Eichhorn *et al.* 2016). We could not directly compare our data to previous reports, as these studies were done using *D. melanogaster*, which may have a different poly(A) tail length distribution than the species used in our analysis. However, previous studies comparing distributions of poly(A) tail lengths of all genes to poly(A) tail lengths of transcripts recovered through poly(A) selection in *D. melanogaster* have demonstrated that poly(A) selection with commonly used methods does not bias which transcripts are recovered from the total pool of transcripts present (Eichhorn *et al.* 2016). This includes studies that used the same single embryo approaches utilized here (Crofton *et al.* 2018; Atallah and Lott 2018). Therefore, it seems unlikely that poly(A) selection heavily biases the extracted RNA relative to the RNAs present at these developmental stages. cDNA libraries were quantified using a Qubit 2.0 fluorimeter (dsDNA BR Assay Kits) and the quality of the libraries were assessed on High Sensitivity DNA chips on an Agilent Bioanalyzer. The libraries were pooled (11–12 samples per lane) and sequenced (100 bp, paired-end) in four lanes on an Illumina HiSeq2500 sequencer. Sequencing was done at the Vincent J. Coates Genomics Sequencing Laboratory at UC Berkeley.

### Data processing

Raw reads were processed to remove adapter sequences and gently trimmed (PHRED Q < 5; Macmanes 2014) using Cutadapt (version 1.7.1; Martin 2011). TopHat (version 2.0.13; Trapnell *et al.* 2012) was used to align reads to the *D. simulans* (version r2.02) and *D. sechellia* (version r1.3) genome assemblies (from the 12 species project, downloaded from Flybase) and to the *D. mauritiana* MS17 assembly (Nolte *et al.* 2013). Because the *D. mauritiana* line used for sequencing and the line used to construct the genome assembly differed, variant sites from the laboratory line, called using Genome Analysis Toolkit’s (GATK) Haplotypecaller, were incorporated into the MS17 assembly using pseudoRef (https://github.com/yangjl/pseudoRef; Xu *et al.* 2020). Additionally, an updated annotation file for the MS17 assembly (Torres-Oliva *et al.* 2016) was used during alignment and in subsequent processing steps. Annotation files for *D. simulans* and *D. sechellia* were obtained from the same versions of the genome release of each species. Read alignment, mismatches, edit distance, and gap length were all set to three when using TopHat (version 2.0.13; Trapnell *et al.* 2012) to allow for a higher rate of read alignment.

In order to differentiate reads derived from each parental species, variant sites were called between the genomes of the species used in this analysis. RNA-seq reads from parental species samples [from previous data from Atallah and Lott (2018), GEO accession GSE112858] were aligned to every other parental genome in each pairwise comparison using TopHat (version 2.0.13; Trapnell *et al.* 2012). The BAM files from the TopHat output were sorted and indexed using Samtools (version 1.2; Li *et al.* 2009). Picard tools (version 2.7.1) and GATK tools (Van der Auwera *et al.* 2013) were then used to identify variant sites by using the following programs: AddorReplaceReadGroups, MarkDuplicates, ReorderSam, SplitNCigarReads, and HaplotypeCaller. Additionally, indels were excluded and sites with single variants selected using the SelectVariants tool. The variants were ordered using a Pysam script (Python version 2.7.10) and read assignments to parental genomes were subsequently organized with custom R scripts using the variant sites that exist between the parental genomes (R version 3.4.1; R Core Team 2017) (Files S1, S2, S3 and S4). This pipeline was also used to update the *D. mauritiana* MS17 assembly (Nolte *et al.* 2013) with variants present in the line we used in the lab (Dmau/[w1];14021-0241.60). Normalization to the upper quantile was performed across all samples in each set of pairwise species comparisons. This was used to account for differences in the number of reads for each sample as a result of sequencing.

Read counts represent the number of reads mapping to variant sites within a gene. A cutoff of five or more reads mapped to any given gene was set to determine if a gene was expressed. Genes with read counts <5 in both species in any pairwise comparison were not considered to be expressed in either species so were removed from the analysis. This cutoff was tested empirically, and was set to exclude genes with low count numbers that had a higher frequency of mapping in a biased manner to both parental genomes. Genes analyzed in this analysis were also limited to those with annotated orthologs in both species in any pairwise comparison. An orthologs table from Atallah and Lott (2018), was updated using the annotations available on FlyBase (v2017) and an updated set of annotations from Torres-Oliva *et al.* (2016). This revised orthologs table (Table S2) was used to compare genes between each species and in each direction of mapping.

Mapping bias due to differing genome quality may occur when using two different reference genomes. In our study, mapping bias can result when a higher proportion of reads from one allele map to the genome of a species used in the cross than reads from the other allele. In order to alleviate mapping bias that may occur when mapping the parental and hybrid samples to each parental reference genome, Poisson Gamma (PG) models (León-Novelo *et al.* 2014) were employed to calculate mapping bias for every set of mappings, in each pairwise comparison of species. We compared the 95% confidence intervals (CIs) from PG models (with fixed bias parameter, *q* = 0.5) in each direction of mapping. We set a slightly conservative standard for classifying allelic imbalance where genes with CIs <0.49 or >0.51 were called differentially expressed. Genes with CIs close to 0.50 did not appear differentially expressed when looking at the count data, so we used a more conservative cutoff. Genes that appeared differentially expressed in one direction of mapping (CIs fell outside of the range of 0.49–0.51 when comparing the expression levels of parental alleles in each replicate), but not in the other direction of mapping, were removed from the analysis, as this was determined to be a result of mapping bias between the two genomes. We also removed genes that had disparate CIs in the two mapping directions (*i.e.*, one mapping direction yielded a CI that fell above the 0.49–0.51 range and the other direction of mapping yielded a CI that fell below the 0.49–0.51 range).

We found that between 9.6% and 10.9% of genes expressed at stage 2 (with a count >5) mapped in a biased way to parental genomes when compared to the total number of orthologous genes between any pair of species. 

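For the deposited values, a gene was counted as biased when the call for the parental species, or the call for the 2 alleles in the hybrid, changed with the genome that the reads were mapped to. A call means that the 95% interval of an allele share lies outside 0.49–0.51. At stage 2, biased genes with a mean scaled value of at least 5 in either species made up 24.8% of the orthologous genes for (*sec* x *mau*) x *sec*, 25.1% for (*mau* x *sec*) x *mau*, 27.3% for (*mau* x *sim*) x *mau*, 27.8% for (*sim* x *mau*) x *sim* and 30.9% for (*sim* x *sec*) x *sim*. These were 2619, 2647, 2995, 3050 and 3317 genes. The expressed genes numbered 5173 between *D. sechellia* and *D. mauritiana*, 5592 between *D. simulans* and *D. mauritiana*, and 5641 between *D. simulans* and *D. sechellia*. With a filter on the parental call alone, chosen after these values were seen, the shares were 13.4–19.9%. The paper's reported values are 9.6% and 10.9%.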

Each between-species comparison has a different number of orthologous genes so the proportion of biased genes varies based on the pair of species compared in a cross. In contrast to the maternal stage, we found that between 5.0% and 6.2% of genes expressed at stage 5 mapped in a biased way to parental genomes when compared to the total number of orthologous genes between a pair of species. 

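Under the same definition, the biased expressed genes at stage 5 were 19.8% of the orthologous genes for *mau* x *sec* (2089 genes), 19.9% for *sec* x *mau* (2099), 22.3% for *mau* x *sim* (2446), 23.0% for *sim* x *mau* (2521) and 26.01% for *sim* x *sec* (2792). Each cross lay below the stage 2 cross of the same mother species. The filter on the parental call alone gave 14.3–18.9%, and by it 4 of 5 crosses lay above their stage 2 cross (16.2% against 15.9% for both crosses of *D. simulans* and *D. mauritiana*, 14.3% against 13.4% for both of *D. sechellia* and *D. mauritiana*) and *sim* x *sec* below it (18.9% against 19.9%). Neither definition gave the paper's reported 5.0% and 6.2%.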

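When every orthologous gene was counted, whether expressed or not, 3019 of 10555 genes (28.6%) were biased for (*sec* x *mau*) x *sec*, 3049 (28.9%) for (*mau* x *sec*) x *mau*, 3293 of 10955 (30.1%) for (*mau* x *sim*) x *mau*, 3355 (30.6%) for (*sim* x *mau*) x *sim* and 3595 of 10733 (33.5%) for (*sim* x *sec*) x *sim*. At stage 5 the numbers were 2598 (24.6%) for *sec* x *mau*, 2605 (24.7%) for *mau* x *sec*, 2861 (26.1%) for *mau* x *sim*, 2934 (26.8%) for *sim* x *mau* and 3139 (29.2%) for *sim* x *sec*.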

Overall, when looking at the total proportion of biased genes, not just those that were called “expressed” in our analysis, we found that between 24.8% and 28.3% of genes at stage 2 and between 20.0% and 21.2% of genes at stage 5 mapped in a biased manner when compared to the total number of orthologous genes in any comparison between species in a cross. All the genes that mapped in a biased manner were removed from our analysis. Genes that were not biased in their mapping and had a read count of >5 reads were retained for analysis.

### Genes used for stage 5 analysis

To focus on the gene regulation from the zygotic genome after ZGA, we removed genes with high levels of maternal transcript deposition from our analysis. We limited the pool of genes analyzed to those that are mostly zygotic, because roughly half of maternal transcripts are not entirely degraded by stage 5 (although studies are somewhat variable in the percent reported; Tadros *et al.* 2007; De Renzis *et al.* 2007; Thomsen *et al.* 2010; Lott *et al.* 2014), and we wanted to examine only those genes that have a larger contribution to expression from the zygotic genome. For this analysis, we included genes with “zygotic-only” expression (those that are not maternally deposited) and genes that are “mostly zygotic” (those with eightfold higher expression at stage 5 relative to stage 2, a log_2_ difference >3). We added a count of one to the transcript count for genes at the maternal and zygotic stages when calculating the log_2_ difference to avoid errors associated with taking the log_2_ of zero. We tested several cutoffs but chose the eightfold threshold because at this conservative cutoff, most genes with high maternal transcript deposition are removed from the analysis. Additionally, for this analysis we used CIs and averages generated from only female samples for genes on the X chromosome because dosage compensation is not complete at stage 5 (Lott *et al.* 2011).

### Correlation analysis and principal component analysis

We performed correlation analysis (Figure 2 and Table S3) between single embryos across replicates, stages, and genotypes in R (R Core Team 2017) using the Spearman option within the *corr* function. Principal component analysis (PCA) was also performed in R using the *prcomp* function (Figure S1).

**Figure 2:**
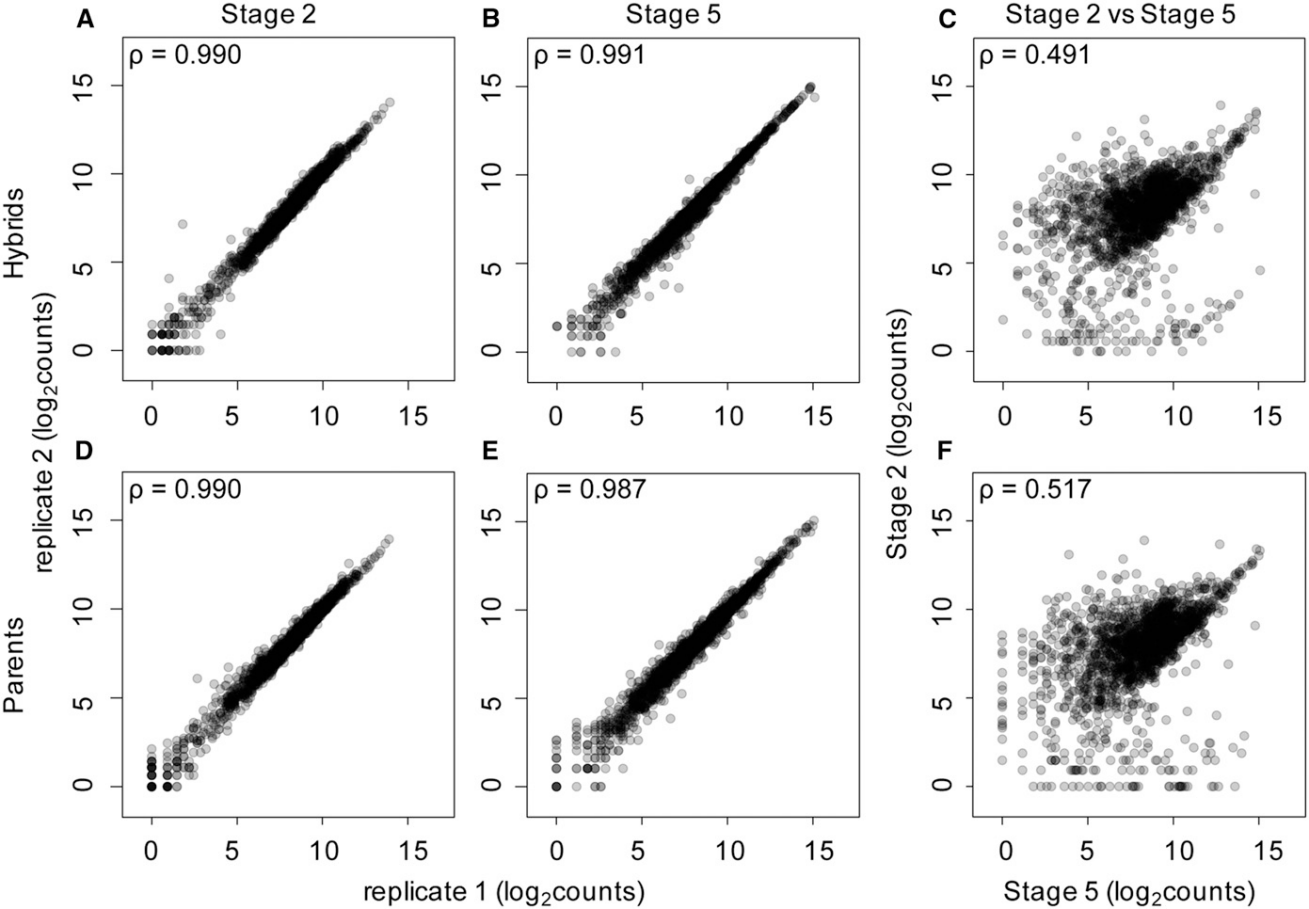
Hybrid and parental species single embryo transcript levels are highly reproducible. (A, B, D, and E) Spearman’s rank correlation coefficients are high when counts from replicate transcriptomes of the same stage and genotype are compared. Correlation coefficients are similarly high in parental species (D and E) and when comparing replicates from hybrid crosses (A and B). (C and F) Samples from different stages and the same genotype have much lower correlations, indicating a large difference in transcriptomes between the maternal and zygotic stages.

### *Cis/trans* analysis

To identify evolved regulatory changes between species, we first determined which genes showed differential expression between alleles using the 95% CIs from PG models (León-Novelo *et al.* 2014) that were also used to interpret mapping bias. We compared expression levels of alleles for individual genes within the hybrids and also between parental samples using this model. Genes with CIs that fell outside of the 49%–51% range were defined as differentially expressed, either within the hybrid or between parental samples, while those falling within the 49%–51% range were identified as having the same level of expression. Genes were then categorized using *cis*, *trans*, *cis + trans*, *cis x trans*, *compensatory*, and *conserved* categories as described in Landry *et al.* (2005), McManus *et al.* (2010), and Coolon *et al.* (2014) (Figures 3 and Figure S2 and S3). We assigned the following categories for regulatory change based on the CIs generated from PG models for individual genes (see Figure 4 for individual examples):

**Figure 3:**
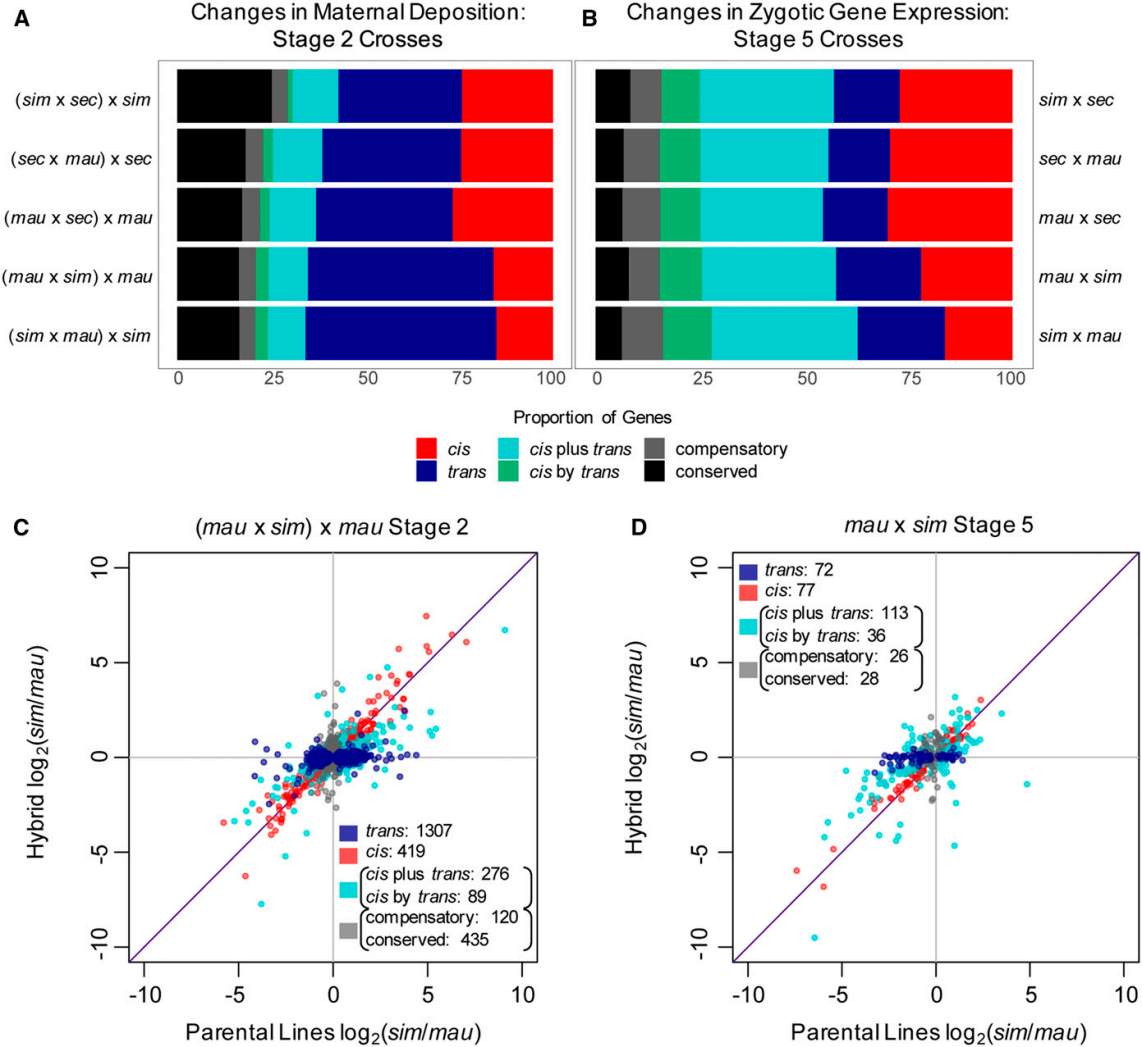
Different types of evolved regulatory changes dominate in maternal transcript deposition *vs.* zygotic transcription. Proportion of genes that fall into categories of regulatory change for each cross are shown for both the maternal transcript deposition (A) and zygotic gene transcription (B), for mostly zygotic genes. Transcript level ratios between parental lines and within hybrids at stage 2 (C) and stage 5 (D) describe regulatory changes between *D. mauritiana* and *D. simulans* in one direction of crosses (for the rest of the crosses, see Figures S2 and S3).

**Figure 4:**
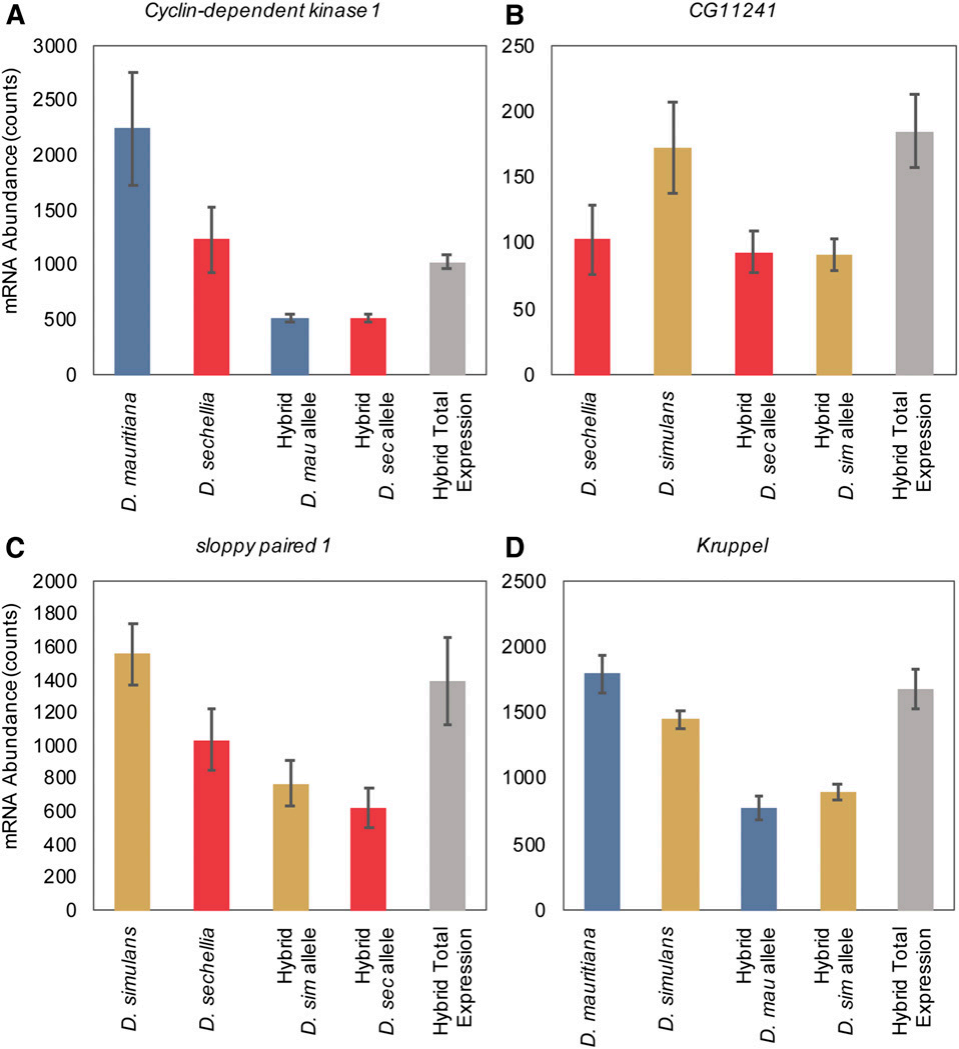
Examples of the type of regulatory changes observed, for individual genes. Transcript abundance, shown in counts, for each gene is plotted for the total mRNA abundance in both parental lines and for each parental allele within the hybrid; error bars shown represent the SD. Total transcript abundance in the hybrid (the summation of levels from parental alleles in the hybrid) is shown as the last bar on the right in each graph. (A) Maternal transcript deposition of *Cyclin-dependent kinase 1 (**Cdk1**)*, a critical cell cycle regulator in early development, changes in *trans* regulation between *D. mauritiana* and *D. sechellia*. Hybrid mRNA abundance is from the (*mau* x *sec*) x *mau* cross. [*Cdk1* also changes in *trans* regulation in the reciprocal cross comparison, (*sec* x *mau*) x *sec*.] (B) Maternal transcript deposition of *CG11241*, a gene of currently unknown function, changes in *trans* regulation between *D. sechellia* and *D. simulans*. Hybrid mRNA abundance is from the (*sim* x *sec*) x *sim* cross. (C) At stage 5 in development, *sloppy paired 1*, a critical zygotically transcribed pair-rule segmentation gene, changes in regulation through a combination of *cis* and *trans* regulatory changes (*cis* + trans) between *D. simulans* and *D. sechellia*. Hybrid expression is shown for the *sim* x *sec* cross. *Sloppy paired 2* also changes in *cis* regulation between these two species. (D) At stage 5, *Kruppel*, a zygotically transcribed gap gene crucial to segmentation changes in regulation through a combination of *cis* and *trans* regulatory elements (*cis* x *trans*) between *D. mauritiana* and *D. simulans*. Here, expression in the hybrid is from the *sim* x *mau* cross but in the reciprocal cross (*mau* x *sim*), *Kruppel* also changes in *cis* x *trans* regulation.

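*CG11241* is listed in the files as FBgn0183795 for *D. simulans*, with an exon at 22134018–22134279 on 3L of the *D. simulans* assembly. Its scaled value was 172 ± 34.4 (SD, n = 3; 145–211) in *D. simulans* and 103 ± 26.04 (n = 3; 74.6–126) in *D. sechellia*, so that the 2 species did not overlap. The log2 difference was 0.75 (standard error 0.23; limma, two-sided, Benjamini-Hochberg adjusted p = 0.0376). Without replicate 1 or 3 of either species the difference was no longer called, with log2 values of 0.79 and 0.60 for *D. simulans* and 0.54 and 0.81 for *D. sechellia*.

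In (*sim* x *sec*) x *sim*, the *D. simulans* allele had 91.4 ± 12.1 and the *D. sechellia* allele 93.7 ± 16.0 (n = 3), from 460 and 472 reads. The *D. simulans* share was 62.6% (95% interval 59.6–65.4) between the parental embryos and 49.4% (46.2–52.6) within the hybrids. These intervals place *CG11241* in the *trans* category. The gene kept this category under every alternative except the one with no margin around 0.5, in which the mapping filter removed it. The sum of the alleles, 185 ± 28.1, lay within 1.25-fold of the *D. simulans* value.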

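For *slp2* (FBgn0269937, exon at 3688528–3689997 on 2L of the *D. simulans* assembly), the scaled value at stage 5 was 210 ± 23.3 (n = 3; 184–228) in *D. simulans* and 138 ± 12.7 (n = 3; 124–149) in *D. sechellia*, a log2 difference of 0.60 (standard error 0.18; limma, Benjamini-Hochberg adjusted p = 0.0232). This call was lost without *D. simulans* replicate 2 (0.57) or 3 (0.54), without *D. sechellia* replicate 2 (0.62), and with the reads mapped to the *D. sechellia* genome (0.56). The 6 *sim* x *sec* embryos held 354 reads of the *D. simulans* allele and 200 of the *D. sechellia* allele. The *D. simulans* share was 60.4% (56.5–64.1) in the parental comparison and 63.9% (59.8–67.8) in the hybrids, which is the *cis* category. All alternatives gave the same category. The neighbouring paralog *slp1* lies upstream on 2L, and reads shared between the 2 genes cannot be told apart in gene totals.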

*cis:* Genes categorized as having changes in *cis* are those that are differentially expressed (CIs do not overlap 49%–51%) between the parental species and in the hybrids. (CIs for parental species and hybrids overlap each other for changes purely in *cis*. To determine this, we used the CIs generated from mapping to the *D. simulans* genome for *D. simulans/D. mauritiana* and *D. simulans/D. sechellia* comparisons and CIs generated from mapping to the *D. sechellia* genome for *D. sechellia/D. mauritiana* comparisons.)
*trans:* Genes that are differentially expressed between the parental species (CI does not overlap 49%–51%) but are not differentially expressed in the hybrid (CI overlaps 49%–51%).
*cis* + *trans*: Genes that are differentially expressed in the hybrids and between the parental species (CI does not overlap 0.49%–0.51%) and the CI is in the same direction for both the parents and the hybrid (*i.e.*, both are >51% but the CIs for the parents and hybrid do not overlap. For this comparison, we used the CIs generated from mapping to the *D. simulans* genome for *D. simulans/D. mauritiana* and *D. simulans/D. sechellia* comparisons and CIs generated from mapping to the *D. sechellia* genome for *D. sechellia/D. mauritiana* comparisons.)
*cis* x *trans*: Genes that are differentially expressed in the hybrids and between the parental species (CI does not overlap 49%–51%) and the CI is in opposite directions for the parents and the hybrid (*i.e.*, one is >51%, the other is <49%)
*compensatory*: Genes that are not differentially expressed between the parental species (CI overlaps 49%–51%) but are differentially expressed in the hybrids (CI does not overlap 49%–51%).
*conserved*: Genes are not differentially expressed between the parental species or within the hybrids (CIs overlap 49%–51%).

### Inheritance patterns

Previous studies from Gibson *et al.* (2004) and McManus *et al.* (2010) identified and outlined ways to classify inheritance patterns of transcript abundance in hybrids in relation to parental samples. We used these methods in our study to compare the averages of total expression levels in the hybrids relative to those of parental samples. Gene expression was considered conserved if the expression level between parental samples and the total expression in the hybrid (sum of the expression of the two species-specific alleles in the hybrid) were within 1.25-fold of one another, a log_2_-fold change of 0.32. Overdominant genes were expressed at least 1.25-fold more in the hybrid than in either parent while underdominant genes were expressed at least 1.25-fold lower in the hybrid than in either parent. Genes that were expressed at an intermediate level in the hybrid in comparison to the parental species samples involved in the cross were defined as additive. Dominance was determined when the hybrid had expression within 1.25-fold of one of the parental species, such that total transcript levels in the hybrid was more similar to transcript levels in one parental species than in the other parental species.

### Candidate transcription factor identification

We took a computational approach to identify potential transcription factors that may change in *trans* regulation between the species in our analysis. We used motif enrichment programs to find potential binding sites in the upstream regions of genes changing in regulation in *D. sechellia* and *D. simulans*. We omitted *D. mauritiana* from this analysis because the *D. mauritiana* genome is not as well annotated as the genomes for *D. simulans* and *D. sechellia*. We used the Differential Enrichment mode in MEME (Bailey and Elkan 1994) as well as the findMotifs.pl script in HOMER (Heinz *et al.* 2010) to identify overrepresented motifs in the regions 500 bp upstream of the annotated starting location for genes changing in regulation or with conserved regulation between species in every set of comparisons at stage 2. We utilized a 500 bp region as this was empirically determined to give the highest enrichment of signal for motifs in target genes relative to background [see Omura and Lott (2020) for more information]. In MEME, we used options to find motifs with any number of repetitions and a motif width of 8–12. We used default options for HOMER and supplied a background FASTA file for enrichment analysis. The background lists supplied were 500 bp upstream regions from all annotated genes in the species except for those that were in the target set (either those genes with conserved or changing regulation in any set of comparisons). The 500 bp regions were extracted from FASTA files (versions were the same as ones used for mapping) for each species using BEDTools (Quinlan and Hall 2010). Significantly overrepresented motifs in the target lists relative to the background supplied were then compared against databases of known transcription factor binding sites using Tomtom (MEME suite) and HOMER. All enriched motifs that appeared in both HOMER and MEME analyses are included in Table S4. All potential targets of discovered motifs with significant E-values (MEME) or high Match Rank scores in HOMER (>0.8) are also listed in Table S4 (see Figure S4 for transcript levels of differentially maternally deposited targets in embryos of parental species).

### Gene ontology

Gene ontology (GO) analysis was done with the statistical overrepresentation test in PANTHER (Mi *et al.* 2019) using the default settings. We looked at the GO complete annotations for biological processes and molecular function but did not find any significant terms represented in the cellular component categories. For this analysis, we set a cutoff of Bonferroni adjusted *P*-value < 0.05. We searched for enrichment of GO categories among genes that change in *trans* in each cross, compared to the background of genes that are expressed (having a count >5) in each cross. We used REVIGO (Supek *et al.* 2011) to reduce the number of redundant GO categories and used the small (0.5) level of similarity as a cutoff for redundant GO terms. GO categories shared between two or more crosses at stage 5 are represented in Figure 5 and GO categories unique to a cross are shown in Figure S5. All enriched categories are listed in Table S5.

**Figure 5:**
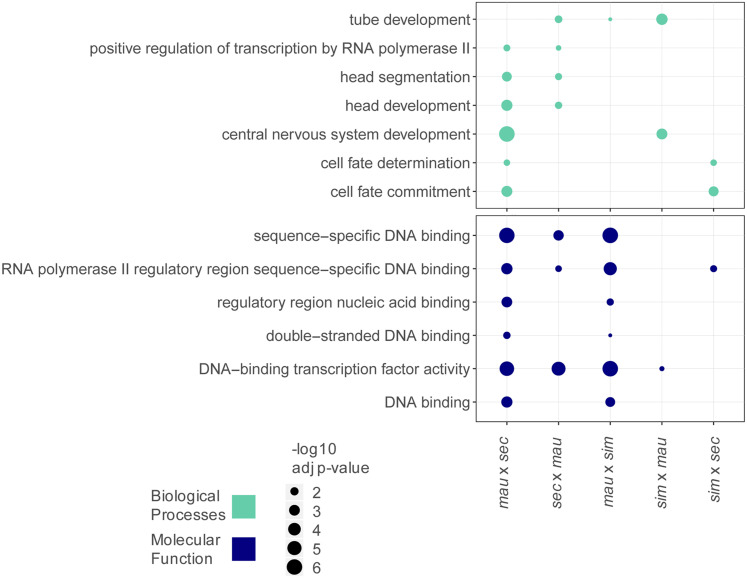
Gene ontology (GO) analysis identifies transcription factors that act in developmental processes as types of genes that change zygotically. Significantly enriched GO terms are listed for zygotically transcribed genes that change in *trans* regulation between each pair of species compared. Genes represented in this analysis are categorized as mostly zygotic (see *Materials and Methods*). Terms are listed for Biological Processes and Molecular Function categories and only terms that appear in more than one cross are shown in this figure. Terms unique to a specific cross are listed in Figure S5. Biological process categories identified relate to development, molecular function categories identify functions consistent with DNA binding and regulation.

### Data availability

The authors state that all data necessary for confirming the conclusions presented in the article are represented fully within the article. All sequencing data and processed data files from this study are available at NCBI/GEO at accession number: GSE136646. Supplementary material is available on Figshare. Supplemental material available at figshare: https://doi.org/10.25386/genetics.12935120.

## Results

In order to compare the regulatory basis of evolved changes in gene expression at different stages of early embryogenesis, one stage where all the transcripts are maternally provided and the other after ZGA, we performed a series of crosses between closely related species followed by RNA-seq on resulting embryos (Figure 1). We used the sister species *D. simulans*, *D. sechellia*, and *D. mauritiana*, all of which may be crossed reciprocally (with the exception of *D. sechellia* females to *D. simulans* males; Lachaise *et al.* 1986). As transcripts in the two early embryonic stages of interest are produced by different genomes, that of the mother and that of the zygote, we performed crosses to produce a hybrid genome in the appropriate generation (that of the mother or that of the zygote; Figure 1). To investigate regulatory changes in zygotic gene expression, the three species were crossed pairwise (with the noted exception), to produce F1 hybrid embryos, which were collected at a stage after zygotic genome activation (end of blastoderm stage or the end of stage 5, Bownes’ stages; Bownes 1975; Campos-Ortega and Hartenstein 2013). While the zygotic genome is fully activated at this developmental stage, maternal transcripts are not yet entirely degraded so we limited our analysis to those genes that are expressed at a much higher level after ZGA than before the zygotic genome is activated (see *Materials and Methods*). To discover the regulatory basis of changes in maternal transcript deposition, the F1 females were crossed to males of the same species as the maternal species in the initial cross. Resulting embryos were collected at stage 2 (Bownes’ stages; Bownes 1975; Campos-Ortega and Hartenstein 2013), when all the transcripts in the egg are maternal in origin (Figure 1). Three replicate samples were obtained for each cross at stage 2, and, since stage 5 features incomplete X chromosomal dosage compensation (Lott *et al.* 2011), six replicates were obtained for each cross at late stage 5 (three female and three male embryos with one noted exception, see *Materials and Methods*). mRNA-sequencing libraries were constructed from each embryo sample using poly(A) selection. 

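The data analysed here come from 63 single embryos. At stage 2 there were 15 embryos from F1 hybrid mothers, 3 for each of 5 crosses, and 9 parental embryos, 3 each of *D. simulans*, *D. sechellia* and *D. mauritiana*. At stage 5 there were 30 hybrid embryos, 6 for each of 5 crosses, and again 9 parental embryos. The mother stands first in the name of a cross, so that *sim* x *mau* embryos had a *D. simulans* mother and (*sim* x *mau*) x *sim* embryos came from *sim* x *mau* females mated to *D. simulans* males.

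The authors trimmed the reads with Cutadapt, aligned them with TopHat to each of the 2 genomes of a species pair, assigned reads over variant sites to an allele, and summed them per gene. The deposited values are these sums after upper quantile normalization, a signal per gene, allele and embryo. They cover 10955 orthologous genes of *D. simulans* and *D. mauritiana*, 10733 of *D. simulans* and *D. sechellia*, and 10555 of *D. sechellia* and *D. mauritiana*, before any filter on low counts or mapping bias. Every value was a whole multiple of 1 step per embryo and mapping direction, which gave back the number of reads. Between 2146524 and 7044646 reads per embryo were assigned to an allele, with a median of 4732387 at stage 2 and 3704430 at stage 5. The reads per embryo are shown by species pair and stage.

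**Figure D1:**
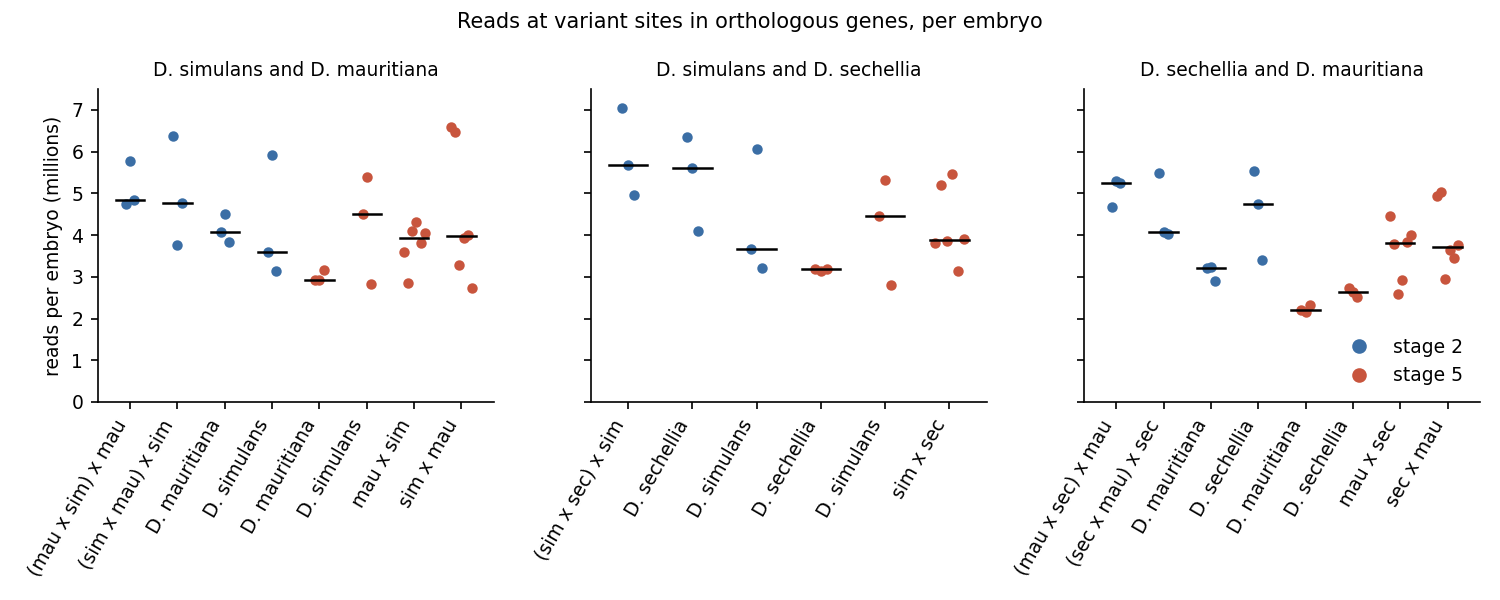
Allele-assigned reads of each embryo, by species pair, stage and genotype.

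Genes were kept when the mean scaled value reached 5 in at least 1 of the 2 species. Each gene has 2 allele shares, 1 between the parental embryos and 1 within the hybrids. The parental share comes from scaled values summed over embryos and brought back to reads, and the hybrid share from summed reads. The 95% intervals of both shares come from a beta distribution with a prior of 0.5 for each allele, in place of the PG model. They were compared with 0.49–0.51 by the paper's rules. The intervals cover counting error only, not the spread between embryos. Genes whose parental or hybrid call changed with the mapping direction were removed. Values for *D. simulans* crosses are from reads mapped to *D. simulans*, and the others from reads mapped to *D. sechellia*. X-linked genes at stage 5 were read from hybrid embryos labelled XX. Differences between groups of embryos were tested with limma on log2(value + 1), two-sided, with Benjamini-Hochberg adjustment. These choices, and the alternatives unless stated otherwise, were fixed before the data were examined.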

Libraries were sequenced paired-end, 100 bp, on an Illumina HiSeq2500.

### Reproducibility of single-embryo RNA sequencing data

Previous studies have shown that single-embryo RNA-seq data are highly reproducible, despite replicate samples representing both biological and technical replicates (Lott *et al.* 2011, 2014; Paris *et al.* 2015; Atallah and Lott 2018). Our current study extends this to include replicates of F1 crosses and subsequent backcrosses between closely related species, which are as reproducible as the within-species replicates. Spearman’s rank correlation coefficients are high between replicate samples of the same species, or cross at the same developmental stage (Figure 2, A, B, D, and E and Table S3). For example, when comparing the RNA-seq data from stage 2 samples of the (*mau* x *sim*) x *mau* and (*sim* x *mau*) x *sim* hybrid crosses, correlation coefficients range from 0.965 to 0.995 (Table S3). 

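Between embryos of the same genotype and stage, Spearman's rho had a mean of 0.986, over genes left after the count and mapping filters. At stage 2 it ranged from 0.957 to 0.996 and at stage 5 from 0.968 to 0.995. The group means were 0.969–0.984 for the parental species and 0.974–0.993 for the hybrids at stage 2, against 0.974–0.990 and 0.985–0.988 at stage 5. The 15 pairs among the 6 stage 2 hybrids of *D. simulans* and *D. mauritiana* spanned 0.957–0.996. A minimum of 20 reads gave a mean of 0.983 over all groups, and no filter gave 0.988.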

Stage 5 hybrids from the *mau* x *sim* cross have equally high correlation coefficients, ranging from 0.980 to 0.996 (Table S3). Similarly, correlation coefficients for the RNA-seq data from *D. simulans* stage 5 embryos, when compared with other *D. simulans* stage 5 embryos, range from 0.985 to 0.990. 

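In the deposited values, pairs of *mau* x *sim* embryos had rho values of 0.977–0.995 (6 embryos), and pairs of stage 5 *D. simulans* embryos 0.985–0.991 (3 embryos). Replicate 3 of *mau* x *sim* had the lowest mean with the other 5 embryos, 0.981, against 0.988–0.989 for those embryos.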

The high correlation coefficients between replicates may be due, in part, to the removal of genes with differential mapping to either parental genome and those genes with very low transcript abundances (see *Materials and Methods*) from this analysis.

Transcript levels for embryos of the same stage but different genotypes (parental lines and hybrids) are highly similar, as indicated by their Spearman’s rank correlation coefficients (Table S3), with one notable exception. 

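For each stage 5 hybrid embryo, the mean rho with the 3 embryos of the paternal species was subtracted from the mean rho with the 3 embryos of the maternal species. In *sim* x *mau* this difference was 0.0823 (0.968 with *D. simulans*, 0.886 with *D. mauritiana*; 3792 genes), in *sec* x *mau* 0.0804 (0.954 and 0.874; 3824 genes), in *sim* x *sec* 0.0500 (0.951 and 0.901; 3564 genes) and in *mau* x *sec* 0.0143 (0.919 and 0.904; 3834 genes). In these 4 crosses the difference was positive in 6 of 6 embryos (exact sign-flip permutation test, two-sided, p = 0.031, the smallest p that 6 embryos allow). All hybrid embryos of a cross were set against the same 3 embryos per parental species, none of which was left out. The p therefore covers the spread between hybrid embryos only. For *mau* x *sec*, the embryo pairs spanned 0.912–0.926 with *D. mauritiana* and 0.875–0.925 with *D. sechellia*, and so overlapped. In *mau* x *sim* the 2 means were 0.932 and 0.932 (3867 genes), with 3 of 6 embryos positive (exact p = 0.969).

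Leaving out the filters on low counts and mapping moved the values of 3 crosses most, to 0.0149 in *sim* x *mau*, 0.0164 in *sec* x *mau* and -0.0189 in *sim* x *sec*. Mostly zygotic genes alone gave -0.0124 in *sim* x *sec* and -0.0160 in *mau* x *sec*.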

When we compare RNA-seq profiles from stage 5 hybrids to stage 5 embryos of the paternal species in the cross, we see more divergent patterns of gene expression than when we compare stage 5 hybrids to stage 5 embryos of the maternal species in the cross. This is due to the fact that many maternal transcripts are still present at the zygotic stage, and thus the hybrid zygotic embryo has many remaining maternal transcripts from the maternal species, not the paternal species, in the cross. For example, comparisons between *D. simulans* stage 5 embryos and stage 5 embryos of the *sim* x *mau* cross, where *D. simulans* is the maternal species in the cross, yield high correlation coefficients, ranging from 0.955 to 0.972. In contrast, correlation coefficients are much lower when comparing *sim* x *mau* stage 5 hybrid embryos to stage 5 embryos of the paternal species in the cross, *D. mauritiana*, ranging from 0.863 to 0.887. In this particular comparison, the lower correlation coefficients are likely due to having *D. simulans* as the maternal species in the hybrid cross for the *sim x mau* embryos. 

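The 18 pairs of a *sim* x *mau* and a *D. simulans* embryo ranged from 0.959 to 0.973 in the deposited values, and the 18 pairs with a *D. mauritiana* embryo from 0.875 to 0.897. No pair of the first set was as low as any of the second. The authors' reasoning is that an embryo at stage 5 still holds maternal transcripts, which come from the mother's species alone, so that the hybrid resembles its mother's species more than its father's.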

Remaining maternal transcripts are from the *D. simulans* alleles and likely explain why these hybrid embryos correlate more highly with *D. simulans* stage 5 embryos.

In contrast to highly correlated samples within a stage, comparing the transcript abundance of different stages yields strikingly lower correlation coefficients (Figure 2, C and F and Table S3), emphasizing the turnover of transcripts between these stages. For example, when comparing stage 2 hybrids from crosses with *D. mauritiana* and *D. simulans* to stage 5 hybrids from the same cross, correlation coefficients range from 0.483 to 0.573 (Table S3). 

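The 72 pairs of a stage 2 and a stage 5 hybrid embryo of the *D. simulans* and *D. mauritiana* crosses had rho values of 0.490–0.562. Within the crosses and within the parental species, each taken in both of its pairs of species, embryo pairs between stages ranged from 0.489 to 0.592. With no filter, which also keeps genes without reads at either stage, the 72 pairs gave 0.855–0.876, and with at least 20 reads they gave 0.449–0.527.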

The correlation coefficients are lower when comparing transcript abundances of embryos of different stages than when comparing embryos within a stage, indicating that the pool of transcripts present at the maternal stage is different from that at the zygotic stage of development.

The above finding is reinforced by PCA (Figure S1) for RNA expression profiles of the samples in each set of pairwise comparisons between species. We found that the first principal component corresponds to developmental stage and explains between 80.65% and 81.86% of the variance in the three sets of comparisons. 

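On log2(value + 1) of the sum of both alleles, the first component held 86.4% of the variance for *D. simulans* and *D. mauritiana* (30 embryos, 1761 genes), 82.3% for *D. simulans* and *D. sechellia* (21 embryos, 1940 genes) and 83.1% for *D. sechellia* and *D. mauritiana* (30 embryos, 1843 genes). In each set every stage 2 embryo scored below every stage 5 embryo. The highest stage 2 scores were -73.4, -73.6 and -75.9, and the lowest stage 5 scores 48.1, 54.3 and 47.3. Scaling each gene to unit variance moved the shares most, to 63.2%, 63.7% and 59.9%.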

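The next component held 5.24% of the variance for *D. simulans* and *D. mauritiana*, 7.49% for *D. simulans* and *D. sechellia*, and 6.17% for *D. sechellia* and *D. mauritiana*. At stage 5 its mean scores ran from -30.3 in *D. mauritiana* over -10.0 in *mau* x *sim* to 15.3 in *D. simulans* and 18.0 in *sim* x *mau*. In the second set they ran from -32.6 in *D. sechellia* over 1.84 in *sim* x *sec* to 28.9 in *D. simulans*. In the third set they ran from -36.2 in *D. mauritiana* over -6.39 in *mau* x *sec* to 10.9 in *D. sechellia* and 19.6 in *sec* x *mau*. At stage 2, both reciprocal hybrids lay on the side of *D. simulans* (4.10 and 5.20, against 7.61 for *D. simulans* and -17.9 for *D. mauritiana*) or of *D. sechellia* (6.28 and 8.30, against 7.38 for *D. sechellia* and -23.2 for *D. mauritiana*).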

The second principal component of this PCA accounts for between 6.94% and 8.44% of the variance in the three sets of pairwise comparisons between species and corresponds to genotype. This indicates that there is a more substantial difference between pools of transcripts at the maternal and the zygotic stage of development than there is between the pools of transcripts present in embryos of different genotypes (parental species and hybrids) at the same developmental stage.

### Regulatory changes at the maternal stage of development

Changes in gene expression can occur at many levels of regulation: transcriptional, post-transcriptional, translational, or post-translational. Here, we address whether, at the transcriptional level, changes in gene expression between species occurred due to changes in *cis* or in *trans* and whether the pattern of regulatory changes differs based on developmental stage. Changes in *cis* regulation can occur through changes in the DNA of regulatory regions proximal to the gene that they regulate. These types of regulatory changes have an allele-specific effect on gene expression. In contrast, changes in *trans* regulation typically occur via changes in factors that bind to the DNA, such as transcription factor proteins. Changes in *trans* regulation affect the expression of both alleles.

In order to determine regulatory changes in *cis* and in *trans* that lead to differences in maternal transcript deposition between *D. simulans*, *D. sechellia*, and *D. mauritiana*, we used PG models (León-Novelo *et al.* 2014). This allowed us to determine mapping bias as well as differential expression between alleles, between parental lines and within hybrid embryos (see *Materials and Methods*). We identified differential maternal transcript deposition between the parental lines as well as between species-specific alleles in the stage 2 embryos produced by hybrid mothers. We then compared the two sets of analyses to determine the proportion of *cis* and *trans* regulatory changes underlying differential maternal transcript deposition between species. We used the logic of Landry *et al.* (2005) to classify genes as having changed in *cis* or in *trans* regulation, by comparing CIs of the bias parameters generated through the PG models (see *Materials and Methods*).

We found that most regulatory changes underlying differentially maternally deposited transcripts occurred in *trans* between each pair of species examined (Figure 3, A and C, Figure S2), where a change in a transcription factor or other *trans*-acting regulatory factor affects both alleles equally (shown in Figure 4, A and B). 

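At stage 2, changes in *trans* alone were found in 1186 of 2542 genes (46.7%, 95% Wilson interval 44.7–48.6) for (*sim* x *mau*) x *sim*, 1169 of 2597 (45.0%, 43.1–46.9) for (*mau* x *sim*) x *mau*, 847 of 2554 (33.2%, 31.4–35.0) for (*sec* x *mau*) x *sec*, 804 of 2526 (31.8%, 30.0–33.7) for (*mau* x *sec*) x *mau* and 643 of 2324 (27.7%, 25.9–29.5) for (*sim* x *sec*) x *sim*. The mean over the 5 crosses was 36.9%. It exceeded the *cis* share by 14.3 points (SD 13.8), with *trans* above *cis* in 5 of 5 crosses (exact sign-flip permutation test, two-sided, p = 0.063, the smallest p that 5 crosses allow). The 5 crosses are not independent, because reciprocal crosses share their parental embryos and the pairs share species. This p and the count of crosses therefore overstate the replication.

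The alternative that moved the *trans* share most widened the intervals for the spread between embryos and gave 18.8%. It placed *cis*, at 19.2%, just above *trans*. In the means over crosses, 10 of the 11 alternatives kept *trans* above *cis* and 9 kept *trans* as the most frequent kind of change. In single crosses, *trans* was above *cis* in 2 of 5 with widened intervals, in 2 with no margin and in 4 with parental reads thinned to those of the hybrids, and in 5 of 5 with the others. With each embryo left out in turn the mean share was 32.5–42.8%, with *trans* above *cis* in 3 of 5 crosses without *D. sechellia* replicate 1 or *D. mauritiana* replicate 2, in 4 without *D. sechellia* replicate 3, and in 5 otherwise. The shares under all alternatives are plotted.

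**Figure D2:**
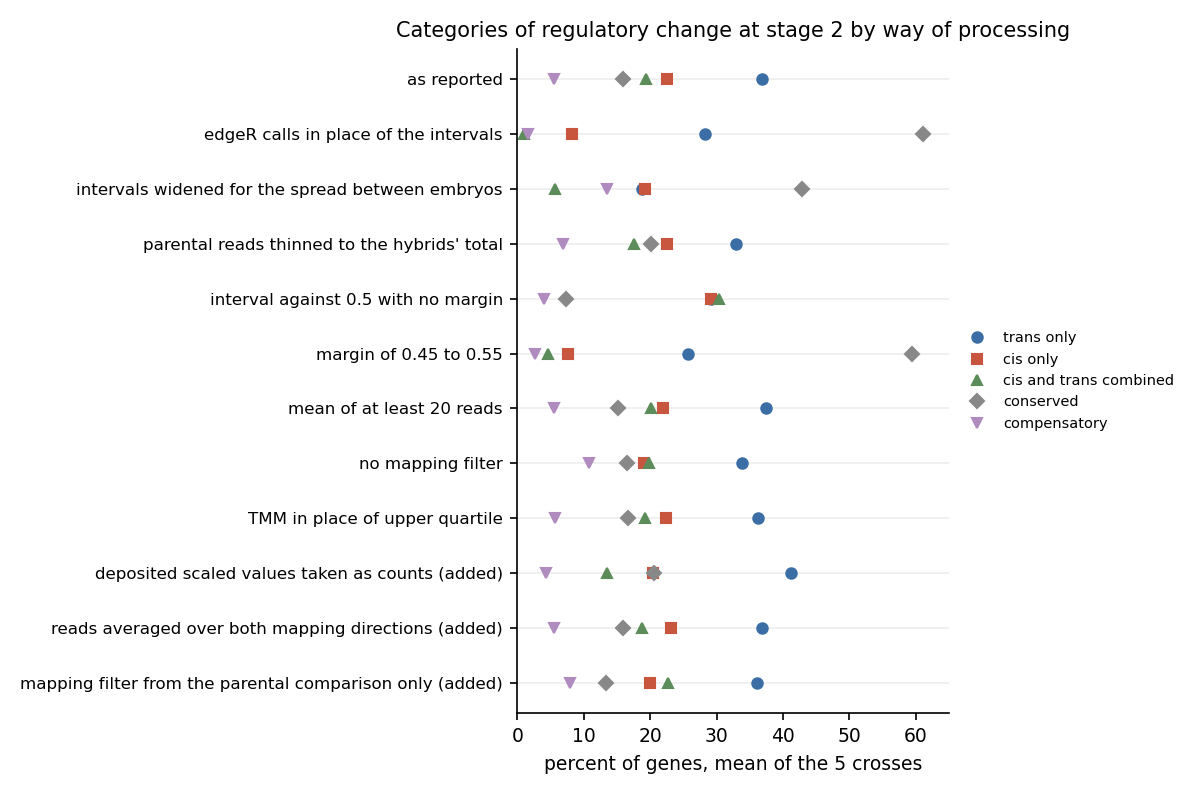
Share of genes in each regulatory category at stage 2, as the mean of 5 crosses, for each way of processing the values.

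A total of 45 genes were in the *trans* category in all 5 crosses. Of these, *CG9034*, *RpL4* and *Ibf2* had the largest parental differences. In *D. simulans* and *D. mauritiana*, *CG9034* (FBgn0187718, exon at 8588232–8588397 on X of the *D. simulans* assembly) had scaled values of 74.6 ± 6.65 and 8.76 ± 6.38 (n = 3 each; log2 difference 3.18, standard error 0.44, limma adjusted p = 0.000544). *RpL4* (FBgn0192793, 3R 23150360–23150469) had 1017 ± 56.3 and 501 ± 116 (1.04, standard error 0.17, limma adjusted p = 0.0013), and *Ibf2* (FBgn0192274, 3R 15928995–15929331) had 171 ± 29.9 and 323 ± 39.1 (-0.92, standard error 0.17, adjusted p = 0.00258). All 3 embryos of 1 species lay above all 3 of the other for each gene. The *D. simulans* share in (*sim* x *mau*) x *sim* was 54.6% (49.8–59.4) for *CG9034*, 49.9% (49.2–50.7) for *RpL4* and 49.2% (45.7–52.8) for *Ibf2*. The sum of the *RpL4* alleles in these hybrids was 3865 ± 207 (n = 3), far above both species, which is overdominant. Its *trans* call therefore rests on parental values unlike those of the hybrids. *CG9034* and *Ibf2* were *D. simulans* dominant.

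The reasoning follows the logic of Landry *et al.* that both alleles of a hybrid mother meet the same *trans*-acting factors. A difference between species that is absent between the alleles is therefore placed in *trans*, and the paper concludes that most maternal changes are of this kind.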

In all pairs of comparisons between species, the proportion of *trans* changes was higher than any other category of changes. Comparisons between *D. simulans* and *D. mauritiana* had the highest percentage of *trans*-only regulatory changes (between 49.4% and 50.8%), while comparisons between *D. simulans* and *D. sechellia* had a lower percentage of regulatory changes solely in *trans* (32.9%). 

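Changes in *cis* alone were found in 701 genes (27.8%, 26.04–29.5) for (*mau* x *sec*) x *mau*, 606 (26.1%, 24.3–27.9) for (*sim* x *sec*) x *sim*, 653 (25.6%, 23.9–27.3) for (*sec* x *mau*) x *sec*, 440 (16.9%, 15.5–18.4) for (*mau* x *sim*) x *mau* and 413 (16.2%, 14.9–17.7) for (*sim* x *mau*) x *sim*. In the last 2 crosses this was the third share, after *trans* and the combined changes. The mean of the crosses was 22.5%, and 20.3–23.9% with each embryo left out in turn.

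Of 15 genes in the *cis* category in all 5 crosses, *CG2915*, *Myo10A* and *CG14615* differed most between the parental species. For *D. simulans* and *D. mauritiana* the scaled values were 1122 ± 67.8 and 67.1 ± 6.16 (n = 3 each) for *CG2915* (FBgn0186965, exon at 4670068–4670737 on 2R of the *D. simulans* assembly), 263 ± 70.8 and 16.3 ± 4.74 for *Myo10A* (FBgn0188572, X 10271395–10271941) and 104 ± 7.70 and 43.7 ± 7.06 for *CG14615* (FBgn0195764, X 20358949–20359899). The log2 differences were 4.04 (standard error 0.13), 3.94 (0.27) and 1.24 (0.20), with limma adjusted p-values of 4.5e-08, 5.95e-06 and 0.00117 and no overlap between the species. Within (*sim* x *mau*) x *sim* the *D. simulans* allele held 95.4%, 95.8% and 64.1% of the reads, and the log2 difference between the alleles was 4.40, 4.13 and 0.82.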

The second highest proportion (between 15.0% and 26.7%) of regulatory changes between species at the maternal stage occurred only in *cis* regulation. 

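Changes in both *cis* and *trans* made up 423 genes (18.2%) for (*sim* x *sec*) x *sim*, 433 (17.0%) for (*sim* x *mau*) x *sim*, 465 (17.9%) for (*mau* x *sim*) x *mau*, 556 (21.8%) for (*sec* x *mau*) x *sec* and 544 (21.5%) for (*mau* x *sec*) x *mau*. The 2 effects had the same direction in 376 (16.2%), 323 (12.7%), 357 (13.7%), 461 (18.1%) and 444 (17.6%) of the genes, and opposite directions in 47 (2.022%), 110 (4.33%), 108 (4.16%), 95 (3.72%) and 100 (3.96%), in the same order of crosses. The mean combined share of 19.3% ranged from 15.0%, without replicate 1 of the hybrids, to 20.5%, without *D. mauritiana* replicate 1. Intervals set against 0.5 with no margin raised it to 30.3%, above *trans* (29.2%) and *cis* (29.1%).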

Slightly fewer regulatory changes occurred due to a combination of *cis* and *trans* acting factors (between 13.4% and 15.8% in all comparisons). Most genes that change in *cis* and in *trans* regulation are assigned to the *cis* + *trans* category, which indicates that the allele with higher expression in the parental lines is also preserved as the allele with higher expression in the hybrid (the changes in *cis* and in *trans* affect gene expression in the same direction; Landry *et al.* 2005; McManus *et al.* 2010; Coolon *et al.* 2014). We found a smaller proportion of genes changed in regulation through *cis* x *trans* interactions, where changes in *cis* and in *trans* have opposing effects on gene expression and the allele with the lower level of expression in the hybrid is from the parental line with the higher level of expression (Landry *et al.* 2005; McManus *et al.* 2010; Coolon *et al.* 2014). We also found a percentage of genes with conserved levels of maternal transcript deposition between species, between 16.4% and 25.1% in all crosses. 

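The conserved genes at stage 2 numbered 519 (22.3%, 20.7–24.1) for (*sim* x *sec*) x *sim*, 384 (15.1%, 13.8–16.6) for (*sim* x *mau*) x *sim*, 385 (14.8%, 13.5–16.2) for (*mau* x *sim*) x *mau*, 364 (14.3%, 12.95–15.7) for (*sec* x *mau*) x *sec* and 321 (12.7%, 11.5–14.1) for (*mau* x *sec*) x *mau*. *D. simulans* and *D. sechellia* thus had the highest share, and the lowest was that of *D. sechellia* and *D. mauritiana*. A conserved call needs an interval inside or across 0.49–0.51, so the share depends on depth and on the margin. The mean of 15.8% rose to 59.4% with a margin of 0.45–0.55 and to 61.1% with edgeR calls in place of the intervals.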

*D. simulans* and *D. sechellia* have the highest percentage of conserved genes while *D. simulans* and *D. mauritiana* have the lowest percentage of conserved genes. We also found a small proportion of genes, between 4.2% and 4.7% in all comparisons, that have evolved compensatory mechanisms of regulation, where the genes are not differentially expressed between the parental samples but are differentially expressed in hybrids. This implies that while transcript levels are the same between species, regulatory changes have occurred which then become visible in the environment of the hybrid.

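In the deposited values 133 genes (5.72%) of (*sim* x *sec*) x *sim*, 126 (4.96%) of (*sim* x *mau*) x *sim*, 138 (5.31%) of (*mau* x *sim*) x *mau*, 134 (5.25%) of (*sec* x *mau*) x *sec* and 156 (6.18%) of (*mau* x *sec*) x *mau* were compensatory at stage 2. The mean of 5.48% ranged from 4.23%, without replicate 1 of the hybrids, to 6.54%, without *D. mauritiana* replicate 2. Without the requirement that both mapping directions give the same call it was 10.8%.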

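*Cdk1* is listed as FBgn0166638 for *D. sechellia*, with an exon at 5813901–5814049 on scaffold 3, and as FBgn0004106 for *D. mauritiana*, at 9989212–9989452 on 2L. Its stage 2 value was 1239 ± 302 (n = 3; 993–1575) in *D. sechellia* and 2247 ± 512 (n = 3; 1704–2722) in *D. mauritiana*, without overlap (log2 difference -0.86, standard error 0.21, limma adjusted p = 0.0135). Without *D. sechellia* replicate 1 or 2, or *D. mauritiana* replicate 3, the difference was no longer called, at -0.71, -0.82 and -0.82.

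In (*mau* x *sec*) x *mau* the *D. sechellia* allele had 518 ± 32.4 and the *D. mauritiana* allele 516 ± 33.9 (n = 3), from 2739 and 2731 reads. In (*sec* x *mau*) x *sec* the values were 554 ± 24.6 and 553 ± 9.38, from 2689 and 2683 reads. The *D. sechellia* share was 35.5% (34.7–36.4) between the parental embryos and 50.1% (48.7–51.4) in each cross. These shares alone give the *trans* category. With the reads mapped to the *D. mauritiana* genome, however, the hybrid intervals were 45.7–48.3% and 46.2–48.9%, below 0.49, so the mapping filter removed *Cdk1* from both crosses. In (*mau* x *sec*) x *mau* it was called *trans* with edgeR calls, with a margin of 0.45–0.55 and without the mapping filter, as well as with the filter on the parental call alone, which was chosen later. In (*sec* x *mau*) x *sec* it was also called *trans* without replicate 1 or 3 of the hybrids.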

Genes with expression differences due to *trans* regulatory changes (see Figure 4, A and B for examples) include regulators with critical functions in important processes governed by maternal gene products, such as *Cdk1*, a cell-cycle regulator necessary for the rapid cleavage cycles in early development (Farrell and O’Farrell 2014).

### Binding sites for chromatin modifiers are enriched in the regulatory regions of maternally deposited genes

As *trans* regulatory changes can affect numerous genetic loci, we asked whether there are *trans* regulatory factors that may affect the differential deposition of a number of maternal transcripts between the species studied. For this, we identified binding sites in the predicted *cis*-regulatory regions of all differentially expressed genes and compared them to identified binding sites in the *cis*-regulatory regions of genes with conserved expression between species at the maternal stage. In the pool of genes with altered expression between species, we included not only those with differences in *trans* regulation, but also those with differences in other regulatory categories (*trans*, *cis*, *cis* + *trans*, *cis* x *trans*, and compensatory). This is because genes with changes in *cis* regulation may have had changes that affect the binding of the same *trans* regulators. For genes with differential expression, and separately for genes with conserved expression between species, we took a computational approach. We used both HOMER and MEME (Bailey and Elkan 1994; Heinz *et al.* 2010), to search for over-represented motifs within 500 bp upstream of transcription start sites, as compared to the rest of the genome (see *Materials and Methods*). We used the upstream regions of genes in *D. simulans* and *D. sechellia* because the *D. mauritiana* genome is not as well annotated, as compared to the other two species in this study.

Interestingly, we found that the *cis*-regulatory regions from both genes with conserved and genes with differential transcript levels between species are enriched in motifs associated with insulator binding (Table S4). Specifically, we found that the Dref/BEAF-32 binding site (BEAF-32 and Dref bind overlapping DNA sequences; Hart *et al.* 1999) is the most significantly enriched (Table S4). These factors are annotated as insulators (Matzat and Lei 2014; Ali *et al.* 2016) and known to be associated with topologically associated domains (TADs) (Liang *et al.* 2014; Ramírez *et al.* 2018). The binding site for M1BP also appeared significantly enriched in both sets of genes that change in regulation and in ones that are conserved in regulation across species (Table S4). M1BP is involved in transcriptional regulation and RNA polymerase II pausing at the promoter of genes (Li and Gilmour 2013), which may also be associated with regulating chromatin state (Ramírez *et al.* 2018). Our findings are consistent with previous studies that identified the enrichment of binding sites for M1BP, BEAF-32, and Dref in the promoter regions of genes that are maternally deposited (Chen *et al.* 2013; Omura and Lott 2020). These binding sites have also been associated with housekeeping genes (Zabidi *et al.* 2015), and the pool of maternal transcripts is enriched with housekeeping genes (Liu *et al.* 2014). However, maternal genes that are not housekeeping genes are even more highly enriched for these binding sites (Omura and Lott 2020), thus the involvement of insulators or other chromatin regulators in maternal regulation is unlikely solely due to the inclusion of housekeeping genes among maternal genes. 

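At stage 2, *Dref* (FBgn0193723, exon at 9663565–9665034 on 2L of the *D. simulans* assembly) had scaled values of 772 ± 19.5 in *D. simulans* and 1101 ± 111 in *D. mauritiana* (n = 3 each; log2 difference -0.51, standard error 0.12, limma adjusted p = 0.0075), and of 979 ± 123 in *D. sechellia* and 1357 ± 143 in *D. mauritiana* (-0.47, standard error 0.15, adjusted p = 0.0402). In both comparisons all 3 *D. mauritiana* embryos were the higher ones. The second call was lost without *D. sechellia* replicate 1 (-0.37) or 2 (-0.52), without *D. mauritiana* replicate 2 (-0.39) or 3 (-0.51), and with the reads mapped to the *D. mauritiana* genome (-0.32). Between *D. simulans*, at 871 ± 31.0, and *D. sechellia*, at 937 ± 131, *Dref* was not called (-0.10, limma adjusted p = 0.641).

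*M1BP* (FBgn0269009, 3R 16434816–16435065) had 570 ± 54.9 in *D. simulans* and 398 ± 62.1 in *D. sechellia* (0.52, standard error 0.15, limma adjusted p = 0.0306), and 200 ± 35.9 in *D. sechellia* and 299 ± 4.27 in *D. mauritiana* (-0.60, standard error 0.18, adjusted p = 0.0295). The first call was lost without *D. simulans* replicate 1 (0.53) or 3 (0.45), without *D. sechellia* replicate 1 (0.42) or 3 (0.50), and with the reads mapped to the *D. sechellia* genome (0.57). The second was lost without *D. sechellia* replicate 1 (-0.45), without any *D. mauritiana* embryo (-0.58 to -0.60), and with the reads mapped to the *D. mauritiana* genome (-0.44). Between *D. simulans* (510 ± 74.6) and *D. mauritiana* (462 ± 37.3) it was not called (0.14, limma adjusted p = 0.455).

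*BEAF-32* (FBgn0187080, 2R 11361947–11362667) was not called in any pair by limma, with 1004 ± 157 in *D. simulans* and 1141 ± 35.2 in *D. mauritiana* (-0.19, adjusted p = 0.258), 972 ± 168 in *D. simulans* and 1087 ± 62.3 in *D. sechellia* (-0.17, adjusted p = 0.419), and 453 ± 30.8 in *D. sechellia* and 432 ± 31.1 in *D. mauritiana* (0.07, adjusted p = 0.744). By the counting intervals the *D. simulans* share was below 0.49 in the first 2 pairs, at 46.8% (45.7–47.9) and 47.2% (46.1–48.3). With the reads mapped to the other genome it stayed below 0.49 against *D. mauritiana* (43.7–46.5%) and lay above 0.51 against *D. sechellia* (53.9–56.6%), so the second call depends on the mapping and the mapping filter removes it.

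In the regulatory categories, *Dref* was conserved in (*sim* x *sec*) x *sim*, *trans* in (*sec* x *mau*) x *sec*, *cis* plus *trans* in (*mau* x *sim*) x *mau* and (*mau* x *sec*) x *mau*, and removed by the mapping filter in (*sim* x *mau*) x *sim*. *M1BP* was *trans* in (*sim* x *sec*) x *sim* and (*sec* x *mau*) x *sec* and removed in the other crosses. *BEAF-32* was *cis* in (*sim* x *mau*) x *sim* and removed in the other 4.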

Transcript abundance data from our study indicates that *Dref*, *BEAF-32*, and *M1BP* are differentially maternally deposited in several between-species comparisons (Figure S4), although, in certain crosses, hybrid reads mapped in a biased way to *Dref*, *BEAF-32*, and *M1BP*, and thus they were excluded from our regulatory analysis. As the motifs for these *trans*-acting factors are significantly enriched in the upstream regions of all maternal genes, relative to upstream regions of all annotated genes, they are likely important regulators of transcription during oogenesis, and therefore also likely targets of regulatory evolution between species.

### Evolution of regulation for zygotically expressed genes

To determine the regulatory basis of changes in zygotic transcript abundance between species, we compared expression levels in late stage 5 parental species samples to late stage 5 hybrid samples, and used PG models to identify *cis* and *trans* regulatory changes, similar to our maternal analysis (see *Materials and Methods*). We limited our analysis at the zygotic stage to those genes that are mostly zygotic: zygotically expressed but not maternally deposited (zygotic-only) or expressed at the zygotic stage at an eightfold higher level when compared to the maternal stage (we will refer to these as mostly zygotic genes, see *Materials and Methods*).

While we found that most gene expression changes at the maternal stage of development are due to changes in *trans* regulation between the three sister species, we see strikingly different patterns of regulatory changes after ZGA. At the zygotic stage, differences in gene expression between the three species examined occur mostly due to regulatory changes in both *cis* and *trans*, either by *cis* + *trans* or *cis* x *trans* interactions (Figure 3, B and D and Figure S3). 

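Among the mostly zygotic genes at stage 5, changes in both *cis* and *trans* were found in 129 of 352 genes (36.6%, 31.8–41.8) for *sim* x *mau*, 115 of 346 (33.2%, 28.5–38.4) for *mau* x *sim*, 114 of 344 (33.1%, 28.4–38.3) for *sim* x *sec*, 118 of 369 (32.0%, 27.4–36.9) for *mau* x *sec* and 99 of 347 (28.5%, 24.0–33.5) for *sec* x *mau*. This was the most frequent kind of change in 4 crosses, and in *sec* x *mau* it tied with *cis* at 99 genes. The mean over the crosses was 32.7%. It exceeded the *trans* share by 15.6 points (SD 3.04, 5 of 5 crosses, exact sign-flip permutation p = 0.063, two-sided) and the *cis* share by 6.86 points (SD 7.14, 4 of 5 crosses, exact p = 0.125).

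Taking all expressed genes instead of the mostly zygotic ones moved the combined share most, to 54.1%. That setting is no test of zygotic regulation, because allele shares there follow the mother. Over 2900 expressed genes the *D. simulans* share was 81.0% in *sim* x *mau* and 19.6% in *mau* x *sim*. Mostly zygotic autosomal genes also shifted between these crosses, by 5.62 points, where the margin is 1 point on either side. The stage 5 hybrid calls therefore depend in part on the mother. In the mean over crosses, the combined changes were the most frequent in 14 of 17 alternatives, with all expressed genes among the 14. In single crosses under these 14 they were so in 2 of 5 (labelled-XX embryos only) to 5 of 5. *Cis* was the most frequent with edgeR calls (18.6%, against 11.4% combined) and with the widened intervals, and *trans* with a margin of 0.45–0.55 (22.5%, against 15.2%). With each embryo left out in turn the combined changes stayed the most frequent in the mean, and they were ahead in 3 to 5 of the 5 crosses.

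**Figure D3:**
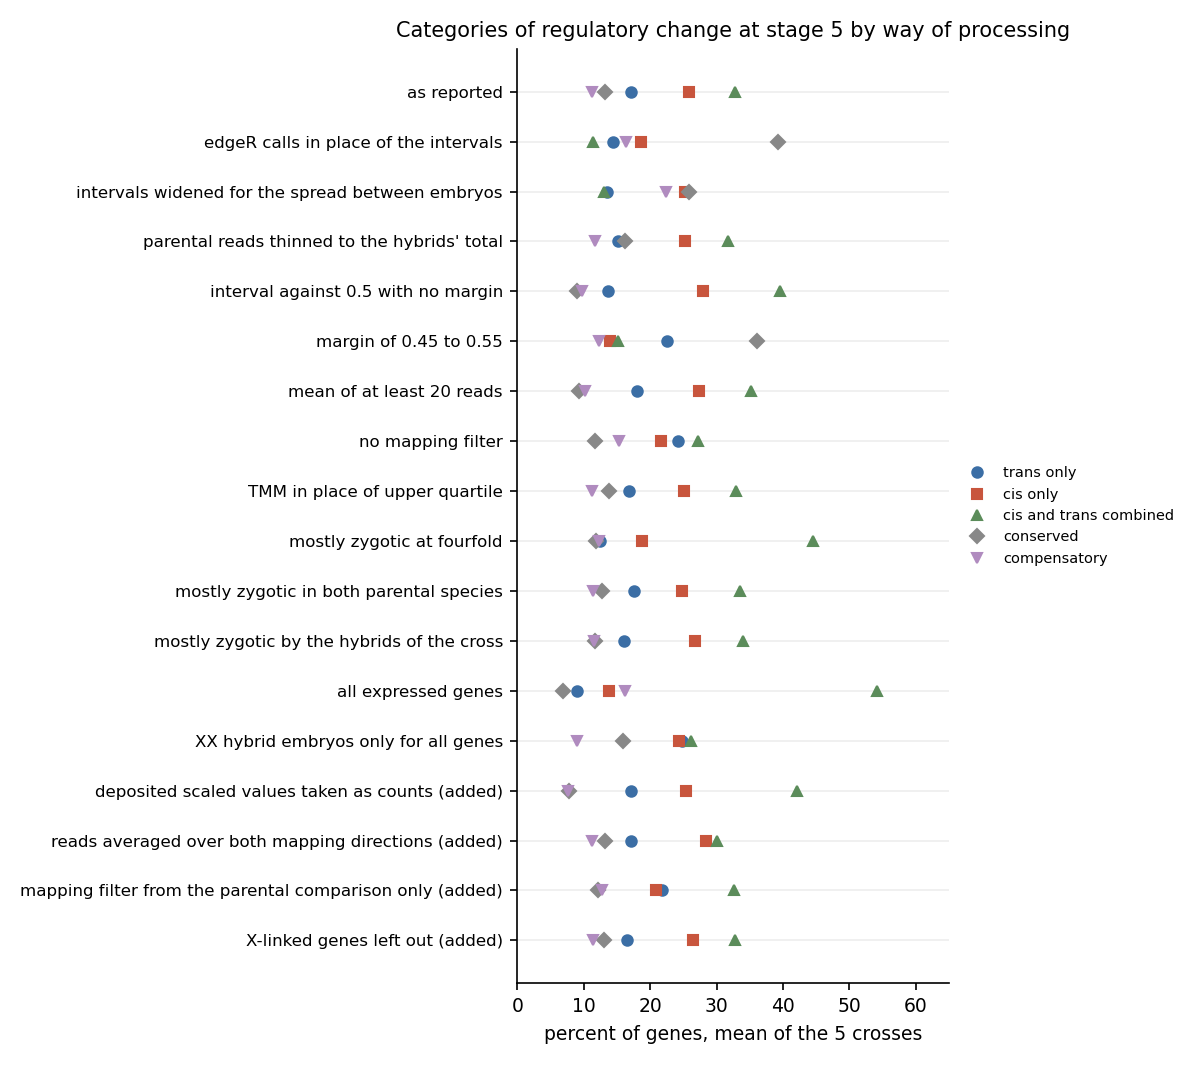
Share of mostly zygotic genes in each regulatory category at stage 5, as the mean of 5 crosses, for each way of processing the values.

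From stage 2 to stage 5 the combined share rose by 13.4 points (SD 4.94) and the *cis* share by 3.33 points (SD 1.297), and the *trans* share changed by -19.8 points (SD 5.60), each in the same direction in 5 of 5 crosses (exact p = 0.063 for each). The genes differ between the stages, so these are differences between sets of genes. Here too the 5 crosses share parental embryos and are not independent. From the shares of the categories at stage 5, the paper concludes that zygotic expression differs mostly through changes in *cis* and *trans* together. It contrasts this with the mostly *trans* changes in maternal deposition.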

Changes in both *cis* and *trans* regulatory elements (either *cis* + *trans* or *cis* x *trans* interactions) account for expression differences in 39%–47% of zygotic genes at stage 5 in our between-species comparisons. 

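Of the genes with combined changes, the *cis* and *trans* effects had the same direction in 98 (27.8% of all genes) for *sim* x *mau*, 90 (26.01%) for *mau* x *sim*, 87 (25.3%) for *sim* x *sec*, 88 (23.8%) for *mau* x *sec* and 79 (22.8%) for *sec* x *mau*. They were opposite in 31 (8.81%), 25 (7.23%), 27 (7.85%), 30 (8.13%) and 20 (5.76%).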

We also see a higher proportion of these interactions occurring in a *cis* + *trans* pattern (between 29% and 35% of all genes) as opposed to a *cis* x *trans* pattern (between 9% and 12% of all genes) of regulatory interactions. In contrast, *cis*-only and *trans*-only changes account for a smaller number of differences in gene expression levels at this stage in development. 

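Changes in *trans* alone were found in 74 genes (21.4%) for *mau* x *sim*, 74 (21.0%) for *sim* x *mau*, 57 (16.6%) for *sim* x *sec*, 50 (14.4%) for *sec* x *mau* and 44 (11.9%) for *mau* x *sec*, a mean of 17.1%. Only 1 gene, *CG1124*, was in this category in all 5 crosses. A further 3 genes were in it in 4, among them *CG14778* and *gsb*, which had the largest mean parental differences of the 3. For *D. simulans* and *D. mauritiana*, *CG1124* (FBgn0191246, exon at 718748–718957 on 3R of the *D. simulans* assembly) had 16.8 ± 3.99 and 38.1 ± 8.08 (n = 3 each; log2 difference -1.14, standard error 0.32, limma adjusted p = 0.0126), without overlap. Its allele difference in *sim* x *mau*, at 0.58, was -0.13 without replicate 6, so that 1 embryo decides it. The 6 embryos held only 35 and 29 reads of the 2 alleles, with an interval of 42.5–66.5% for the *D. simulans* share. Its *trans* call there may therefore reflect too few reads to see an allele difference. *Gsb* (FBgn0183657, 2R 21368454–21369198) had 171 ± 47.6 and 73.4 ± 7.08 (1.17, standard error 0.23, limma adjusted p = 0.00176), also without overlap. X-linked *CG14778* (FBgn0268443, X 1241461–1241579) had 27.0 ± 11.8 and 14.1 ± 1.73 (0.82, standard error 0.38, adjusted p = 0.0886), so limma did not call it.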

In all comparisons, we found between 15% and 21% of genes changing only in *trans* regulation. 

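The genes with changes in *cis* alone were 112 (30.4%) for *mau* x *sec*, 99 (28.5%) for *sec* x *mau*, 98 (28.5%) for *sim* x *sec*, 78 (22.5%) for *mau* x *sim* and 68 (19.3%) for *sim* x *mau*, a mean of 25.8%. In this category in all 5 crosses were 3 genes. For *D. simulans* and *D. mauritiana*, *CG15236* (FBgn0182200, exon at 3581170–3581486 on 2R of the *D. simulans* assembly) had 304 ± 215 and 119 ± 56.2 (n = 3 each; log2 difference 1.25, standard error 0.46, limma adjusted p = 0.0402), and the ranges of the species overlapped. Its call was lost without *D. simulans* replicate 1 (0.71) or *D. mauritiana* replicate 2 (0.83) or 3 (1.34). *Bowl* (FBgn0194642, 2L 3631865–3632027) had 660 ± 129 and 318 ± 47.0 (1.04, standard error 0.17, limma adjusted p = 0.000563), without overlap. *ImpE2* (FBgn0185043, 3L 3407461–3408970) had 504 ± 140 and 665 ± 107 (-0.42, standard error 0.19, adjusted p = 0.0858) and was called by the counting intervals but not by limma. The log2 differences between the alleles in *sim* x *mau* were 1.49, 1.18 and -0.34.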

There are between 16% and 30% of genes that change only in *cis* regulation between each pair of species compared at this stage in development. Compared to the maternal stage, we found a larger proportion of genes with compensatory changes (between 7% and 10% of all genes) in gene regulation and a smaller proportion of genes that are conserved (between 6% and 8% of all genes) between each pair of species comparisons. 

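In the deposited values the compensatory genes at stage 5 were 55 (15.9%, 12.4–20.1) for *sec* x *mau*, 47 (12.7%) for *mau* x *sec*, 42 (11.9%) for *sim* x *mau*, 30 (8.67%) for *mau* x *sim* and 23 (6.69%, 4.50–9.83) for *sim* x *sec*. The mean of 11.2% lay 5.69 points above that of stage 2 (SD 3.69, 5 of 5 crosses higher, exact sign-flip permutation p = 0.063, two-sided). The conserved genes were 52 (15.1%, 11.7–19.3) for *sim* x *sec*, 49 (14.2%, 10.9–18.2) for *mau* x *sim*, 48 (13.01%, 9.95–16.8) for *mau* x *sec*, 44 (12.7%, 9.58–16.6) for *sec* x *mau* and 39 (11.1%, 8.21–14.8) for *sim* x *mau*. Their mean of 13.2% differed from stage 2 by -2.64 points (SD 3.02), lower in 4 crosses and higher in *mau* x *sec* (exact p = 0.125). The stage difference in the conserved share was negative in 16 of 17 alternatives (-23.3 to 1.65 points).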

The smaller proportion of genes with conserved transcript levels at the zygotic stage compared to the maternal stage is consistent with earlier findings showing maternal transcripts to be more highly conserved between species than zygotic transcripts (Atallah and Lott 2018). Examples of evolved changes include regulators critical to important early zygotic processes, such as gap gene *Kruppel* and pair-rule gene *sloppy paired 1* (Figure 4, C and D), which are required for segmentation along the anterior–posterior axis (Nüsslein-Volhard and Wieschaus 1980; Grossniklaus *et al.* 1992).

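*Kr* (FBgn0183660, exon at 21515676–21516930 on 2R of the *D. simulans* assembly) had a scaled value at stage 5 of 1453 ± 63.3 (n = 3; 1391–1518) in *D. simulans* and 1799 ± 147 (n = 3; 1630–1884) in *D. mauritiana*, without overlap (log2 difference -0.31, standard error 0.10, limma adjusted p = 0.0243). The call was lost without replicate 1 or 3 of *D. simulans* (-0.27 and -0.30) or of *D. mauritiana* (-0.27 each). In the hybrids the *D. simulans* allele was the higher one, with 901 ± 62.7 against 781 ± 92.0 in *sim* x *mau* (n = 6; allele log2 difference 0.21, limma adjusted p = 0.00164) and 869 ± 144 against 775 ± 114 in *mau* x *sim* (0.16, adjusted p = 0.00919). The *D. simulans* share was 44.7% (43.4–45.9) between the parental embryos, 53.8% (52.7–54.9; 4375 and 3755 reads) in *sim* x *mau* and 52.8% (51.6–53.9; 3618 and 3239 reads) in *mau* x *sim*. *Sim* x *mau* was thus *cis* by *trans*. In *mau* x *sim* the interval with the reads mapped to *D. mauritiana* was 50.5–53.3%, so the mapping filter removed the gene. It was *cis* by *trans* there with no margin, without the mapping filter, and with the later filter on the parental call alone.

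For *slp1* (FBgn0194648, exon at 3677373–3678792 on 2L), *D. simulans* had 1559 ± 189 (n = 3; 1393–1764) and *D. sechellia* 1037 ± 184 (n = 3; 829–1181; log2 difference 0.60, standard error 0.16, limma adjusted p = 0.0167). Without *D. simulans* replicate 2 the difference of 0.50 was not called. The *sim* x *sec* alleles had 774 ± 142 and 622 ± 121 (n = 6; allele log2 difference 0.32, limma adjusted p = 0.000122), and their sum was 1395 ± 261. The *D. simulans* share was 60.1% (58.6–61.5) between the parental embryos and 55.5% (54.2–56.8; 3158 and 2529 reads) in the hybrids, but 50.9–53.9% with the reads mapped to *D. sechellia*, which removed *slp1*. It was *cis* plus *trans* with no margin, without the mapping filter, without replicate 6 of the hybrids, and in 2 settings added later, the filter on the parental call alone and the scaled values taken as counts. It was *trans* with a margin of 0.45–0.55.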

Transcriptional regulation at the maternal stage may be broadly determined by regulation at the level of chromatin, as evidenced in this work and by another study (Omura and Lott 2020). In contrast, regulation at the zygotic stage can be gene or pathway specific and involve transcription only in a spatially localized subset of cells (Jäckle *et al.* 1986; Johnston and Nüsslein-Volhard 1992). As such, if a *trans* regulator changed at the zygotic stage, it may affect genes involved in a specific developmental process. For these reasons, we wanted to ask if genes whose zygotic expression differed between species due to changes solely in *trans* regulation had a specific molecular function or were part of a particular biological process. We used PANTHER (Mi *et al.* 2019) to perform GO analysis on genes changing only in *trans* regulation in each pairwise comparison of species at stage 5 (see *Materials and Methods*). Identifying GO categories over multiple crosses identifies the types of genes that evolve changes repeatedly over evolution. Shared categories were broad, and included those related to DNA binding, positive regulation of transcription by RNA polymerase II, cell fate determination, and several developmental categories (Figure 5). The range in GO categories represented, while broadly important at this developmental timepoint, demonstrate how genes changing in *trans* are distributed across developmental processes. As may be expected for zygotic genes at this stage in development, this finding suggests that changes in *trans* regulators of zygotic genes can affect a broad range of molecular and developmental processes. We also investigated biological process categories unique to each specific cross, these are primarily known developmental processes, and are represented in Figure S5 and Table S5.

### Modes of inheritance in hybrids

Misexpression in hybrid offspring has been used to examine regulatory incompatibilities that may contribute to speciation (Michalak 2003; Ortíz-Barrientos *et al.* 2006; Moehring *et al.* 2007; Mack *et al.* 2016). As the maternal and zygotic transcripts examined during embryogenesis showed different patterns of gene expression evolution, we also asked whether there were more hybrid incompatibilities present at one stage than the other by looking at whether these two developmental stages showed different levels of transcript misexpression. One way to identify misexpression in hybrids is to compare the inheritance of transcript levels in hybrids to transcript levels in each parental species. Here, we quantify the total transcript abundance for a gene by summing the levels of both species-specific alleles in the hybrid and comparing this level to the transcript abundance in both parental lines. We used methods developed by Gibson *et al.* (2004) to define modes of inheritance in our hybrids; as in previous studies (Gibson *et al.* 2004; Landry *et al.* 2005; McManus *et al.* 2010; Coolon *et al.* 2014), we used a conservative fold change of 1.25 (log_2_-fold change of 0.32) to define those genes that do not change in the total transcript abundance between genotypes (the conserved category represented in Figure 6). Genes with transcript levels that are higher (overdominant) or lower (underdominant) in the hybrid relative to either parental species are categorized as misexpressed. The total transcript abundance in the hybrids can also be more similar to one parent *vs.* the other. Here, we categorize the parental line with expression most similar to the hybrid as the dominant parent. Expression in the hybrid can also have a level intermediate to both parental species (additive).

**Figure 6:**
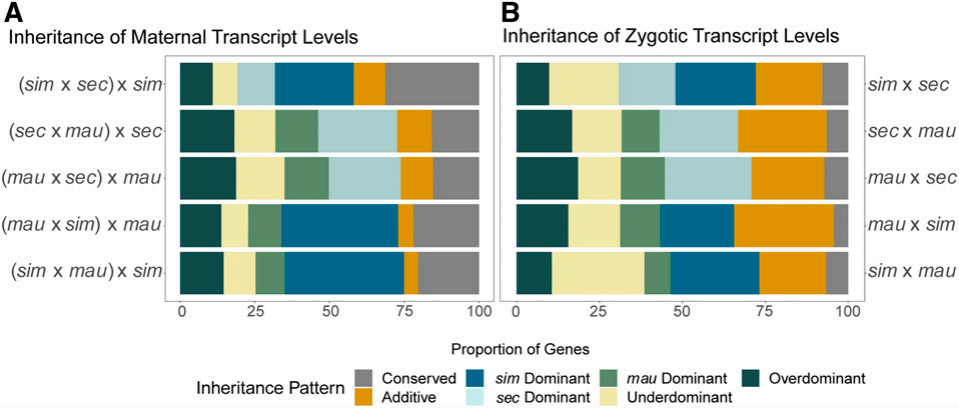
Patterns of inheritance show dominance of particular parental genomes at both stages. (A) Shows patterns of inheritance for stage 2, over all genes and all crosses. (B) Shows patterns of inheritance for stage 5, for mostly zygotic genes (see *Materials and Methods*) and all crosses. The maternal stage (A) shows a higher proportion of conserved genes than the zygotic stage (B). Both stages show a high degree of dominance for *D. simulans* for crosses involving that species, and for *D. sechellia* in crosses with *D. mauritiana*, forming the general dominance pattern of *D. simulans > D. sechellia* > *D. mauritiana*. There is a greater proportion of additive inheritance for the zygotic stage (B) than the maternal stage (A).

Both the maternal and zygotic stages show a large proportion of genes where one species’ allele is dominant (Figure 6 and Table S6). In both stages, the species that is dominant in each set of crosses is consistent. 

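At stage 2, *D. simulans* was dominant in 650 genes (27.97%) and *D. sechellia* in 398 (17.1%) for (*sim* x *sec*) x *sim*. *D. simulans* was dominant in 985 (38.7%) and *D. mauritiana* in 312 (12.3%) for (*sim* x *mau*) x *sim*, and in 962 (37.0%) and 408 (15.7%) for (*mau* x *sim*) x *mau*. At stage 5 the same comparison gave 86 (25.0%) and 62 (18.0%) for *sim* x *sec*, 107 (30.4%) and 40 (11.4%) for *sim* x *mau*, and 79 (22.8%) and 58 (16.8%) for *mau* x *sim*.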

A higher proportion of genes that are dominant have *D. simulans*-like expression (in any cross involving *D. simulans*) in comparison to the proportion that have expression more like the other parental line in the cross (see Table S6 for percentages). We found that *D. mauritiana* has the least dominance in any cross involving this species. 

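In the crosses of *D. sechellia* and *D. mauritiana*, *D. sechellia* was dominant in 750 genes (29.4%) and *D. mauritiana* in 451 (17.7%) for (*sec* x *mau*) x *sec*, and in 708 (28.03%) and 438 (17.3%) for (*mau* x *sec*) x *mau*. At stage 5 the numbers were 95 (27.4%) and 50 (14.4%) for *sec* x *mau* and 88 (23.8%) and 63 (17.1%) for *mau* x *sec*. *D. mauritiana* was the less dominant species in all 8 of its crosses.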

Taken together, our findings indicate that *D. simulans* has the most dominant effect on gene expression at both developmental stages, while *D. mauritiana* has the least dominant effect, with dominance in *D. sechellia* falling between the other two species. 

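Averaged over the reciprocal crosses, the share dominated by *D. simulans* exceeded that of *D. mauritiana* by 23.9 points at stage 2 and 12.6 points at stage 5, and that of *D. sechellia* by 10.8 and 6.98 points (95% interval at stage 5 -0.236 to 13.9). The share of *D. sechellia* exceeded that of *D. mauritiana* by 11.2 and 9.87 points. All were positive in every alternative. The value for *D. simulans* and *D. sechellia* at stage 5 was 0.867 without *D. simulans* replicate 2 and 17.6 with all expressed genes. At stage 2 the same pair ranged from 5.25, without *D. sechellia* replicate 3, to 15.5, without *D. sechellia* replicate 1. The paper ranks the species from these pairwise comparisons, with each pair placing 1 species above the other.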

While there has been previous work proposing relationships between the proportion of dominance and the physiology of unique species (McManus *et al.* 2010), it is difficult to determine any known factors between these three species that would predict this pattern of relative dominance (species range, effective population size, egg size/maternal investment). It is, however, interesting that while the proportion of changes in *cis* and *trans* vary considerably between stages, both stages have dominance among the largest categories of modes of inheritance, and that the relative patterns of which species are dominant is conserved.

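Genes whose total in the hybrid and whose values in both parental species lie within 1.25-fold of one another count as conserved in inheritance. From stage 2 to stage 5 their mean share over the crosses changed by -8.91 points (SD 6.19, 5 of 5 crosses lower, exact sign-flip permutation p = 0.063, two-sided). All 8 alternatives gave a lower share at stage 5, by -22.6 to -6.85 points, with the largest change at a limit of 1.5-fold.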

Strikingly, while many genes show conservation of expression levels between parental species and in the hybrids at both developmental stages, we found a much higher percentage of conserved transcript levels between parents and hybrids for genes that are maternally deposited (Figure 6 and Table S6). We found a high proportion of genes with conserved transcript levels at stage 2 in all crosses, between 15.4% and 31.4% of all genes. In contrast, in stage 5 crosses, we found conserved transcript abundance in between 4% and 8% of all genes that are either zygotic-only or are mostly zygotic (see *Materials and Methods* for definitions). 

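In the deposited values these were 584 genes (25.1%) for (*sim* x *sec*) x *sim*, 441 (17.3%) for (*sim* x *mau*) x *sim*, 439 (16.9%) for (*mau* x *sim*) x *mau*, 295 (11.6%) for (*sec* x *mau*) x *sec* and 290 (11.5%) for (*mau* x *sec*) x *mau*.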

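The deposited values gave 32 genes (9.09%, 6.51–12.6) for *sim* x *mau*, 29 (8.36%) for *sec* x *mau*, 26 (7.51%) for *mau* x *sim*, 25 (6.78%) for *mau* x *sec* and 21 (6.10%, 4.03–9.15) for *sim* x *sec*. With all expressed genes in place of the mostly zygotic ones the mean share was 9.63%, against 7.57%.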

While there is a large difference in the percentage of conserved genes between the two stages, our stage 5 analysis is limited to those genes with much higher expression at the zygotic stage in comparison to the maternal stage of development. There may be more genes that are mostly zygotic or zygotic-only that are misregulated at this stage in development relative to all of the genes that are expressed at stage 5.

In contrast to maternal expression patterns, we found more genes that have an additive mode of inheritance or that are misexpressed in the hybrids for zygotic genes (Figure 6 and Table S6). 

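Additive inheritance was found in 80 genes (23.3%) for *sim* x *sec*, 72 (20.5%) for *sim* x *mau*, 99 (28.6%) for *mau* x *sim*, 73 (21.0%) for *sec* x *mau* and 90 (24.4%) for *mau* x *sec* at stage 5. At stage 2 it was found in 281 (12.1%), 229 (9.01%), 266 (10.2%), 341 (13.4%) and 309 (12.2%) for the crosses of the same species order. The mean rose by 12.2 points (SD 3.88, 5 of 5 crosses, exact sign-flip permutation p = 0.063, two-sided).

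Misexpressed genes, higher or lower in the hybrid than in either species, numbered 95 (27.6%), 101 (28.7%), 84 (24.3%), 100 (28.8%) and 103 (27.9%) at stage 5 and 411 (17.7%), 575 (22.6%), 522 (20.1%), 717 (28.1%) and 781 (30.9%) at stage 2. The mean rose by 3.58 points (SD 4.96), with 4 of 5 crosses higher and *mau* x *sec* lower (exact p = 0.188). With all expressed genes at stage 5 the additive share was 13.6% and the misexpressed share 29.4%. Every mode of inheritance sets hybrid against parental embryos. If those come from different studies, a difference between studies enters the dominant, additive and misexpressed shares.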

Previous studies indicate that additive inheritance is associated with *cis* regulatory divergence (Lemos *et al.* 2008; McManus *et al.* 2010). This is consistent with our findings that a larger proportion of genes at the zygotic stage have expression divergence due, in part or wholly, to *cis* regulatory changes and that more zygotic genes show an additive pattern of inheritance. Higher levels of misexpression at the zygotic stage, taken together with lower conservation of transcript levels at the zygotic stage, suggests that zygotic genes may contribute more to genetic incompatibilities than maternal genes.

## Discussion

In this study, we asked whether evolution of gene regulation differs at different developmental stages. We found striking differences in the proportions of *cis* and *trans* regulatory changes between the stage of embryogenesis where all transcripts are maternally derived, and a stage just a few hours later after the zygotic genome has been activated. Between the species examined, we uncovered an overwhelming number of *trans* regulatory changes resulting in differential maternal transcript levels, whereas a complex mix of *cis*, *trans*, and the combination of the two were responsible for changes in zygotic transcription of mostly zygotic genes (see *Materials and Methods*). Here, we propose that the differences in the patterns of gene regulatory evolution between the stages we examined may be due to fundamental differences in the biological context and regulatory architecture producing the transcriptomes present at these stages.

Maternal transcripts are produced by support cells called nurse cells during oogenesis and are either transported by microtubule-dependent mechanisms or dumped into the oocyte along with the cytoplasmic contents of the nurse cells upon their apoptosis (Kugler and Lasko 2009). Many aspects of maternal provisioning have been well-studied in *D. melanogaster*, including transport of transcripts into the oocyte (Mische *et al.* 2007), localization of transcripts within the oocyte (Theurkauf and Hazelrigg 1998), translational regulation (Salles *et al.* 1994), and degradation of maternal transcripts (Tadros *et al.* 2007; Bushati *et al.* 2008; Laver *et al.* 2015). Surprisingly, how transcription is regulated in the nurse cells is not well understood. Nurse cells are polyploid, and are able to rapidly transcribe a large quantity of RNA that represents a large proportion of the genome (De Renzis *et al.* 2007; Tadros *et al.* 2007; Thomsen *et al.* 2010; Lott *et al.* 2011; Vastenhouw *et al.* 2019) to provide the oocyte with the large stock of transcripts needed. The oocyte itself is thought to be largely transcriptionally silent (Navarro-Costa *et al.* 2016). What we found here, and what was also found in another study investigating binding motifs in maternal factors across the *Drosophila* genus using computational methods (Omura and Lott 2020), is that maternal transcription is associated with *trans* factors annotated to be insulators and that interact with TADs. This provides evidence that maternal transcription may be controlled broadly at the level of chromatin state. In this context, we predict that changes in only a few *trans* factors can be responsible for the bulk of the between-species changes in maternal transcription. Thus, changes in the levels of *trans* regulators at this stage may easily be responsible for changes in transcription level for a large number of genes.

In contrast to the large proportion of regulatory changes in *trans* at the maternal stage, differences in zygotic gene transcription for genes that are mostly zygotic (see *Materials and Methods*) between these species is predominantly explained by a combination of changes in *cis*, *trans*, *cis* + *trans*, and *cis* x *trans*. Zygotic gene transcription for genes without a maternal complement is fundamentally different than maternal gene transcription. Unlike the bulk transcription that takes place in the nurse cells, zygotic gene transcription is precisely regulated at the spatial and temporal level across the embryo with enhancer regions playing a large role in where, when, and how much genes are expressed (Haines and Eisen 2018). Due to these fundamental differences in gene regulation, the embryo at the zygotic stage may be more sensitive to changes in gene expression than at the maternal stage. Specifically, changes in *trans* regulation, which can affect the expression of many genes, may be detrimental to the developing organism at this stage. In contrast, changes in *cis* regulation are gene-specific, and may only affect gene expression in a subset of the embryo, which might be a more precise way of fine-tuning zygotic expression. We propose that fundamental differences in the regulatory landscape, and perhaps also the developmental role, of the maternal *vs.* the zygotic stage likely explain why the evolution of gene expression occurs through different mechanisms for transcripts that are maternally deposited and genes that are primarily zygotic.

While this study was directed at understanding the regulatory basis of evolution in gene expression at the maternal and zygotic stages of embryogenesis, it also provides insight into the relative conservation of gene expression, both between species and between parent and hybrid offspring. Here, in both the analysis of regulatory changes and the analysis of modes of inheritance, we found more genes with conserved transcript levels among those that are maternally deposited relative to those that are zygotically transcribed. This is in agreement with previous studies that identified high conservation of maternally deposited transcripts relative to those transcribed zygotically between species (Heyn *et al.* 2014; Atallah and Lott 2018), and indicates that the maternal stage is highly conserved. We observe lower conservation of transcript levels at the zygotic stage. A caveat our gene expression analysis at the zygotic stage is that we had to remove genes that still have a large maternal component at this stage (roughly 50% of total transcript pool at late stage 5 is maternally derived; Lott *et al.* 2014). Thus, our finding is best viewed as genes whose transcripts are primarily zygotic at stage 5, have a higher rate of evolutionary change. Additionally, the large proportion of genes with conserved transcript levels at the maternal stage may be unexpected considering that there is substantial post-transcriptional regulation of maternally deposited factors (Tadros *et al.* 2007; Rouget *et al.* 2010; Barckmann and Simonelig 2013), so it is not clear that a high degree of conservation at the transcript level should be necessary to maintaining conservation at the protein level. Alternatively, if the maternal genome is primarily regulated at the level of chromatin state, this may be a mechanistic constraint on evolution at the level of gene expression. It may be functionally difficult for a gene located in a region of open chromatin to be repressed, or for a gene in a region of heterochromatin to gain expression. Thus, it may be easier to evolve differences in expression over evolutionary time via post-transcriptional mechanisms for maternal genes. Further study is needed to disentangle conservation at the transcript and protein levels of maternal factors across species.

In addition to the differences in conservation between stages, we also found differences in the patterns of inheritance of gene expression between species at the maternal and zygotic stages of embryogenesis. The zygotic stage has a larger proportion of additive differences, which some previous theory (Gibson *et al.* 2004) and empirical studies (Lemos *et al.* 2008; McManus *et al.* 2010) have suggested may be more likely to be changes in *cis* regulation. This would be consistent both with the increased relative role of *cis* changes at the zygotic stage compared to the maternal stage found here, as well as what is known about zygotic gene regulation more generally (Mannervik 2014). In addition, a larger proportion of changes at the zygotic stage fall into the broad category of misregulation (underdominant, overdominant), which have been proposed to increase with divergence time (Coolon *et al.* 2014), and may be a potential source of hybrid incompatibility between species (Michalak 2003; Ortíz-Barrientos *et al.* 2006; Moehring *et al.* 2007; Mack *et al.* 2016).

In this study, we found that differences between species in levels of maternally deposited transcripts and zygotically transcribed genes evolve via different patterns of regulatory change. We found that maternal transcript abundance is more conserved, but, when changes do occur, they occur more frequently through *trans* regulation in comparison to zygotic complements. Regulatory organization, constraints, and developmental processes that are specific to each developmental stage likely play a large role in determining how gene regulation can evolve at these two embryonic timepoints. Further study is needed to characterize the molecular basis of evolved changes in transcript level on a single gene level, and, more generally, to determine what is controlling the regulatory landscape at each stage in development.

How the deposited data were processed for this re-analysis (not part of the article)

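The deposited files hold a signal for each gene, allele, embryo and mapping direction, which the authors made by summing the reads assigned to an allele over the variant sites of a gene and scaling them by upper quantile normalization. Before that, per the paper's methods, the authors trimmed the reads with Cutadapt, aligned them with TopHat to the genomes of both species of a pair, called variants with Samtools, Picard and GATK, and assigned reads to alleles with their own R scripts. The files list orthologous genes only, 10955 for *D. simulans* and *D. mauritiana*, 10733 for *D. simulans* and *D. sechellia* and 10555 for *D. sechellia* and *D. mauritiana*, with no filter on low counts or mapping bias applied.

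The values of an embryo in 1 mapping direction are whole multiples of a step, and in all 162 combinations of embryo, pair and mapping direction 100% of the values lay within 0.01 of a whole number of reads after division by it. The deposited unit is a scaled signal and not counts, so the main test between groups was limma on log2(value + 1), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05, with the embryo as a block for tests between alleles. The design named edgeR for counts and limma otherwise. On the recovered reads, edgeR's quasi-likelihood test with TMM factors, added after the data were seen, called 2232 and 3455 genes at stages 2 and 5 between *D. simulans* and *D. mauritiana*, 1581 and 2956 between *D. simulans* and *D. sechellia*, and 1465 and 2289 between *D. sechellia* and *D. mauritiana*.

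The paper names an earlier study as the source of the parental reads from which variants were called. Whether the parental embryos compared here are the same is not stated outright. The methods describe embryo collection from hybrid crosses only. The lanes and libraries per lane that they give are too few for all 63 embryos. An earlier source for the parental embryos is therefore likely. In that case, comparisons of hybrid with parental totals are also comparisons between studies. All 63 embryos were used, with the groups, stages, replicate numbers and sexes that the sample labels give. Groups held 3 parental embryos per species and stage, 3 hybrid embryos per cross at stage 2 and 6 at stage 5. Reads per embryo ranged from 2146524 to 7044646. Values are from reads mapped to *D. simulans* where that species is in the pair and otherwise to *D. sechellia*, and the other direction served the mapping filter and 1 alternative.

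Genes were kept when the mean scaled value was at least 5 in either species. Allele shares between parental embryos come from scaled values summed over embryos and brought back to reads by the mean step, and those in hybrids from summed reads. Their 95% equal-tailed intervals come from a beta distribution with a prior of 0.5 per allele. This stands in for the paper's Poisson Gamma model with its bias parameter fixed at 0.5, which was not run here. A share was called when its interval lay outside 0.49–0.51, and genes whose parental or hybrid call differed between the mapping directions were removed. The categories follow the paper's definitions. Mostly zygotic genes had log2((stage 5 + 1)/(stage 2 + 1)) above 3 in the mean of the 2 parental species. X-linked genes at stage 5 were read from hybrid embryos labelled XX. Modes of inheritance compare mean scaled values with a limit of 1.25-fold. Shares have 95% Wilson intervals, and stage differences over 5 crosses and differences within 6 embryos were tested by exact sign-flip permutation, and groups of embryos by exact permutation, all two-sided. Reciprocal crosses share their parental embryos and the pairs share species, so tests and counts over 5 crosses overstate the replication. Tests within 6 hybrid embryos leave out the spread between parental embryos. Correlations are Spearman's rho over kept genes, and principal components were taken on log2(value + 1) of the sum of both alleles.

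Alternatives set before the data were examined were TMM and DESeq2 size factors, no minimum or a minimum of 20 reads, the other mapping direction, no mapping filter, no margin or a margin of 0.45–0.55, edgeR calls, intervals widened for the spread between embryos, parental reads thinned to those of the hybrids, 1.5-fold inheritance, other sets of zygotic genes, labelled-XX embryos only, a replicate block, and each embryo left out in turn. Where leaving out an embryo leaves an arm of 2, limma pools the spread over groups.

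The named genes are those for which the paper gives data (*Cdk1*, *CG11241*, *slp1*, *slp2*, *Kr*, *Dref*, *BEAF-32* and *M1BP*), whose Figure 4 values were seen before the rule was written, and for each stage the 3 genes called *trans* and the 3 called *cis* in the most crosses, with ties decided by the mean absolute parental log2 difference.

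The steps were tested on simulated data with 200 changed genes. For *D. simulans* and *D. mauritiana* at stage 2, limma found 185 of them (92.5%) with 9 false calls among 5546 genes between the parental species, and 200 with 7 false calls among 5403 genes between the alleles. At stage 5 it found 181 (90.5%) with 7 false calls among 6231 genes, and 200 with 5 false calls among 5805. The categories of genes simulated with counting error only were recovered in 97–100% of cases. The rates of genes found and categories recovered hold only for changes of the simulated sizes and read depths. They do not tell how often smaller differences, or allele shares close to the margin, would be called correctly. With the median spread between embryos added to unchanged genes, 75.2% were called conserved and 23.6% *trans* at stage 2, and 77.3% and 21.9% at stage 5.

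Binding site enrichment and gene ontology enrichment were not analysed here, since they need genome sequence and annotation. The tools were R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.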

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

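The tests of the sex labels, of the parts of X and 2L in *mau* x *sec* replicate 5, of the median over genes, of the maternal transcripts and of the other labelled-XY embryo for *sim* x *mau* replicate 5, of reciprocal crosses without *mau* x *sec* replicate 5 or without 2L, of the genes with a stage 2 value of 1 or more, and of the share that maternal transcripts can supply at genes with a stage 2 value under 1 were chosen only after the result was seen. Single embryos were picked out when their distance from the nearest other embryo of the cross was large against the range of the 6 embryos (Dixon's test). This was tested in 40 groups, of which 5 were beyond the limit, where chance gives about 2.

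Reciprocal stage 5 hybrids differed in allele share at mostly zygotic autosomal genes, a difference between groups. The *D. simulans* share was 56.2% (SD 0.325, 6 embryos) in *sim* x *mau* and 50.6% (SD 0.347) in *mau* x *sim*, 5.62 points apart, and the *D. sechellia* share was 51.3% (SD 0.380) in *sec* x *mau* and 45.7% (SD 0.582) in *mau* x *sec*, 5.55 points apart (exact permutation tests, two-sided, p = 0.00216 each, 263 and 264 genes). In both pairs the shift between reciprocal crosses went toward the allele of the mother, although in *mau* x *sim* the paternal *D. simulans* allele had the slightly higher share. Mapping bias is excluded, because the differences were 5.86 and 5.39 points with the reads mapped to the other genome. Residual maternal transcripts fit as a part of the cause. Genes with a stage 2 value of 1 or more in either species differed by 7.20 and 7.84 points, and the 164 genes with a stage 2 value under 1 in both species by 1.18 (exact permutation p = 0.00216) and, in the crosses of *D. sechellia* and *D. mauritiana*, 0.872 points (p = 0.115). As the whole cause they are excluded for *sim* x *mau* and *mau* x *sim* only, and for the other pair this stays open. On the scale of the values, however, which sets parental stage 2 values against those of the hybrids, stage 2 transcripts amount to 3.21–3.40% and 4.57–4.85% of those at stage 5 in the first of these 2 sets of genes, less than its differences of 7.20 and 7.84 points. Either more maternal transcripts were left than this scale shows, or another part of the difference stays open.

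The difference of 1.18 points left between *sim* x *mau* and *mau* x *sim* at these 164 genes (exact permutation p = 0.00216) is not of this kind, because their stage 2 transcripts can supply at most 0.0431% of those at stage 5. Mapping bias and a few genes taking most of the counts are excluded too, since the difference was 1.13 points with the reads mapped to the other genome and 1.28 points without the 10 genes with the most reads. In the other pair the difference at such genes had the same direction, and its size depends on the embryos and genes that enter. It was 0.872 points (exact permutation p = 0.115) with all embryos, 1.27 points (p = 0.0130) without *mau* x *sec* replicate 5, and 1.94 points (p = 0.00433) without the genes of 2L, where that embryo has an excess of paternal alleles. Without the 10 genes with the most reads these values were 0.214 (exact permutation p = 0.725), 0.650 (p = 0.0909) and 1.31 points (p = 0.0216). Whether this pair repeats the difference therefore stays open. A difference by parent of origin in zygotic transcription of *D. simulans* and *D. mauritiana* alleles stays open as a hypothesis found and tested on the same embryos. Other explanations were not tested.

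Replicate 5 of *sim* x *mau*, labelled XY, correlated less with the other embryos of its cross, at a mean rho of 0.984 against 0.988–0.990. Read depth is excluded, since the ratio of gap to range stayed beyond the limit, at 0.638, after all 6 embryos were thinned to the smallest number of reads. Embryo sex is excluded as the whole cause. Replicate 2, the other embryo labelled XY, had a mean rho of 0.9878, within the 0.9877–0.9900 of the embryos labelled XX. With autosomal genes only, replicate 5 stayed at 0.9868 against 0.9899–0.9918, below the others by more than their range, although the ratio, 0.621, was just under the limit. The same embryo had the highest paternal allele share on 3L, 22.8% against 19.7–20.8%. It was also the highest on the other arms, where the ratio stayed just under the limit (2L 21.5% against at most 19.6%, 2R 26.2% against 24.3%, 3R 20.4% against 18.4%). Without the 20 genes with the most reads on 3L the ratio was 0.605. A few genes taking most of the counts are excluded, because the median over 591 genes of 3L was 32.5% against 26.9–29.2%, above the others by more than their range, although this ratio, 0.600, was under the limit too. The excess lay in genes that are not mostly zygotic (20.1% against 16.6–17.8%), and the mostly zygotic genes of 3L stood at 43.6% against 43.9–44.8%.

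Fewer maternal transcripts left in this embryo are excluded as the whole cause. If only the maternal alleles had fallen, by the factor of 0.855 that its paternal share asks for, mostly zygotic genes would hold 15.7–16.1% of the total. They held 14.06%, the lowest of the 6 embryos (others 14.07–14.51%, SD 0.175), and this also gives no sign of a more advanced embryo. The cause of the higher paternal share stays open.

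Replicate 3 of *mau* x *sim*, labelled XX, had a mean rho of 0.981 with the other embryos of its cross, against 0.988–0.989. Embryo sex and read depth are both excluded, because the ratio stayed beyond the limit with autosomal genes only, at 0.847, and after thinning, at 0.864. The lower correlation was also present at mostly zygotic genes alone (0.956 against 0.975–0.979). Mostly zygotic genes held 14.7% of its total, the lowest of the cross (others 15.0–15.5%), with a ratio of 0.362 under the limit, so a difference in developmental timing stays open. No other biological explanation was tested.

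Of the 3 labelled-XY embryos of *mau* x *sec*, 2 held paternal X alleles at the level of labelled-XX embryos, a signal in data that the X-linked analysis leaves out. In replicates 2 and 3 these were 50.6% and 50.8% of the X-linked reads at mostly zygotic genes, and in replicate 1, also labelled XY, 0.406%. In the other 4 crosses the share was 0.0694–0.614% in 11 labelled-XY embryos and 42.6–50.0% in 13 labelled-XX embryos. Mapping bias is excluded by replicate 1 of the same cross and by the highest labelled-XY value of the others, 0.614%. A mixed sample is excluded, since the 50.6% of replicate 2 lies at the level of an embryo in which every cell has a paternal X. A wrong sex label fits, since the X total of replicate 2 relative to the autosomes was 0.33 in log2, within the 0.17–0.35 of the labelled-XX embryos of the other crosses. The column names of the file and the sample labels give the same sex, so the point at which a label may have been exchanged is not known. The labels were kept in all results.

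Replicate 5 of *mau* x *sec*, labelled XX, had a higher paternal share at mostly zygotic autosomal genes, 47.5% against 45.2–45.8%, and on 2L, 22.7% against 17.5–18.5%. By *D. melanogaster* positions, the excess was confined to 2L before a break between *CG5171* and *Ziz* (7401335–7472513), where its *D. sechellia* share was 61.3% against 43.0–44.9%. On X its *D. sechellia* share was 6.10% before a break between *NetA* and *hiw* (14604012–15010137) and 50.8% after it. A mixed sample is excluded by that second value, because mixing would lower the share along the whole of X. Mapping or normalization is excluded, since among 5556 windows on the autosomes, counted by embryo and allele, the largest shift was 0.49 in log2 in any other embryo or in the maternal allele. Loss of a part of the paternal X together with gain of the tip of paternal 2L fits, since the paternal alleles before the break on 2L stood at 0.88 in log2, against -0.27 to -0.13 in the other embryos, and the maternal alleles at -0.01. This is a hypothesis from expression alone, as no DNA of this embryo was read.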

How the results depend on the processing

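The edgeR test on the recovered reads, the pseudocount of 5, the scaled values taken as counts, the average over both mapping directions, the filter from the parental comparison only and the analysis without X-linked genes were chosen only after the data were seen. Over 110 results there were 1207 values under alternatives. Of these, 957 kept their direction and their side of the threshold or moved by less than the spread between replicates, 134 moved by more, 72 were weaker, 11 stronger and 33 reversed. Unless a sentence says otherwise, the cause was not tested.

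Category shares are means of 5 crosses in percent, in the order *trans*, *cis*, combined, conserved and compensatory, 36.9, 22.5, 19.3, 15.8 and 5.48 at stage 2 and 17.1, 25.8, 32.7, 13.2 and 11.2 at stage 5. Only values that moved are given. At stage 2, edgeR calls gave 28.2, 8.15, 0.954, 61.1 and 1.58, and a margin of 0.45–0.55 gave 25.7, 7.62, 4.57, 59.4 and 2.71. Widened intervals gave *trans* 18.8, combined 5.64, conserved 42.9 and compensatory 13.5. No margin gave *cis* 29.1, combined 30.3, conserved 7.37 and compensatory 4.04. These 4 change how far a share must lie from 0.5 to be called, so by construction genes move between conserved and changed. Thinned parental reads gave conserved 20.2 and compensatory 6.83, and no mapping filter compensatory 10.8. The scaled values taken as counts gave combined 13.5, conserved 20.6 and compensatory 4.28, and the filter from the parental comparison only gave combined 22.7 and compensatory 7.87.

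At stage 5, edgeR calls gave *cis* 18.6, combined 11.4, conserved 39.3 and compensatory 16.3. Widened intervals gave combined 13.1, conserved 25.8 and compensatory 22.4, a margin of 0.45–0.55 gave *trans* 22.5, *cis* 14.0, combined 15.2 and conserved 36.1, and no margin gave combined 39.6 and conserved 9.02. Thinned parental reads gave conserved 16.2, and at least 20 reads gave conserved 9.26. No mapping filter gave *trans* 24.2, combined 27.2, conserved 11.6 and compensatory 15.3. Of the gene sets, the 4-fold limit gave *trans* 12.4, *cis* 18.8 and combined 44.6, the hybrids' own stage difference gave conserved 11.6, and all expressed genes gave *trans* 8.99, *cis* 13.8, combined 54.1, conserved 6.83 and compensatory 16.2. Labelled-XX embryos only gave *trans* 24.8, combined 26.1 and conserved 15.8. The scaled values taken as counts gave combined 42.1 and conserved 7.71, and the filter from the parental comparison only gave *trans* 21.7 and *cis* 20.9. The lower *trans* share and the higher combined and compensatory shares at stage 5 held under 17 of 17 alternatives, the higher *cis* share under 14. With all expressed genes, however, allele shares at stage 5 follow the mother, so that setting is no test of zygotic regulation.

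The shares of conserved inheritance, additive and misexpressed genes were 16.5, 11.4 and 23.9 at stage 2 and 7.57, 23.6 and 27.5 at stage 5. A limit of 1.5-fold gave 42.4, 5.65 and 10.2 at stage 2 and 19.8, 11.6 and 14.8 at stage 5, since by construction more values then count as equal. No mapping filter gave additive 7.65 at stage 2, and conserved inheritance 9.29 and misexpressed 29.5 at stage 5. The 4-fold limit at stage 5 gave conserved inheritance 9.50 and additive 18.2, and all expressed genes gave conserved inheritance 9.63, additive 13.6 and misexpressed 29.4. The filter from the parental comparison only gave additive 9.07 at stage 2, and additive 19.9 and misexpressed 29.4 at stage 5. Of the dominance differences, none reversed. At stage 2, no mapping filter gave 4.18 for *D. simulans* and *D. sechellia* and 18.2 for *D. simulans* and *D. mauritiana*, the filter from the parental comparison only gave 26.3 for the latter, and 1.5-fold gave 14.2 for *D. sechellia* and *D. mauritiana*. At stage 5, 1.5-fold gave 19.1 and 17.7 for the 2 pairs with *D. mauritiana*, and all expressed genes gave 17.6 for *D. simulans* and *D. sechellia*.

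With each embryo left out in turn, 126 of 135 category shares, 81 of 81 inheritance shares and 67 of 81 dominance differences stayed within the spread between crosses or replicates. At stage 2 the combined share was 15.0–20.5 (lowest without hybrid replicate 1), the conserved share 14.5–19.7 (without *D. mauritiana* replicates 1 and 2) and the compensatory share 4.23–6.54. The dominance differences were 5.25–15.5 for *D. simulans* and *D. sechellia* (without *D. sechellia* replicates 3 and 1), 17.9–28.8 for *D. simulans* and *D. mauritiana* (without *D. simulans* replicate 2 and *D. mauritiana* replicate 1) and 4.82–16.7 for *D. sechellia* and *D. mauritiana* (without *D. mauritiana* replicate 2 and *D. sechellia* replicate 3). For the last pair it was 6.79–15.1 at stage 5. The count of genes different between the parental species at stage 2 was 1324–2295 for *D. simulans* and *D. mauritiana*, lowest without *D. mauritiana* replicate 3, and 740–1660 for *D. sechellia* and *D. mauritiana*, lowest without the same embryo number and 835 without *D. sechellia* replicate 1. An arm of 2 embryos has less power by construction.

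Maternal minus paternal rho at stage 5 was 0.0490–0.0515 for *sim* x *sec*, 0.0816–0.0833 for *sim* x *mau*, -0.00143 to 0.00140 for *mau* x *sim*, 0.0799–0.0808 for *sec* x *mau* and 0.0134–0.0155 for *mau* x *sec* with each hybrid embryo left out. The weaker values among these follow from the smallest exact p that 5 embryos allow. No filter gave -0.0189 for *sim* x *sec*, 0.00147 for *mau* x *sim* and 0.00140 for *mau* x *sec*, and mostly zygotic genes only gave -0.0124, 0.00336 and -0.0160. In these crosses the result depends on the genes that are compared.

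Between the alleles at stage 2, DESeq2 called 1357, 967, 681, 1680 and 1647 genes and limma without the embryo block 1647, 981, 429, 1507 and 1683, in the order (*sim* x *sec*) x *sim*, (*sim* x *mau*) x *sim*, (*mau* x *sim*) x *mau*, (*sec* x *mau*) x *sec* and (*mau* x *sec*) x *mau*, against 2976, 2623, 2150, 2818 and 2948. For the second setting, less of the spread between embryos is removed by construction. The replicate number as a replicate block between the parental species gave 2187 genes for *D. simulans* and *D. mauritiana*, 1615 for *D. simulans* and *D. sechellia* and 1697 for *D. sechellia* and *D. mauritiana* at stage 2. The numbers label separate embryos and were not taken as pairs. The deviations of embryos of 2 species correlated at -0.214 to 0.511 with the same number and -0.599 to 0.577 with different numbers, and the given numbering was the most alike of 6 pairings in 0 of 6 comparisons of species and stage, although the mean was higher for the same number in 5 of 6. The edgeR test on the recovered reads gave 2232, 1581 and 1465.

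The first principal component held 63.2%, 63.7% and 59.9% of the variance with unit variance per gene (*D. simulans* and *D. mauritiana*, *D. simulans* and *D. sechellia*, *D. sechellia* and *D. mauritiana*) and the next 14.2%, 13.6% and 15.0%. With no filter *D. simulans* and *D. sechellia* had 72.4% and 15.3%. Scaled totals without the log gave 78.8% and 74.6% for the 2 pairs with *D. mauritiana*, and 13.5%, 12.5% and 16.8% for the next component of the 3 pairs.

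Of 208 values for parental differences of named genes, 2 reversed. These were *BEAF-32* with the reads mapped to the other genome, at 0.30 in log2 between *D. simulans* and *D. sechellia* and -0.38 between *D. sechellia* and *D. mauritiana*. Of 199 values for allele differences, 23 reversed, for differences that were between 0.00334 (*Cdk1*) and 0.87 (*slp2*) in size in the main analysis. With the other genome these were *Dref* (-0.0466) and *M1BP* (-0.0540) in (*sim* x *sec*) x *sim*, *CG14778* in *sim* x *mau* (-0.00430), *Cdk1* in (*sec* x *mau*) x *sec* (-0.14) and (*mau* x *sec*) x *mau* (-0.17), *BEAF-32* in the same 2 crosses (-0.11 and -0.0721) and *M1BP* in (*sec* x *mau*) x *sec* (-0.0891). With TMM factors per allele, which centre the alleles, they were *slp1* (-0.89) and *slp2* (-0.32) in *sim* x *sec*, *Kr* (-0.77), *CG1124* (-0.15), *CG14778* (-0.77) and *gsb* (-0.84) in *sim* x *mau*, and *Cdk1* in (*sec* x *mau*) x *sec* (-0.0758) and (*mau* x *sec*) x *mau* (-0.0917). The maternal allele is the higher one at most genes at stage 5, and centring removes that difference by construction. With each embryo left out, the ranges that crossed 0 were -0.10 to 0.0329 for *Ibf2*, -0.0166 to 0.00473 for *RpL4*, -0.13 to 0.99 for *CG1124*, -0.0323 to 0.0304 for *Cdk1* and -0.0913 to 0.0205 for *Dref* in (*sec* x *mau*) x *sec*, and -0.00446 to 0.0108 for *Cdk1* in (*mau* x *sec*) x *mau*.

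Depth limits the categories, since a share close to 0.5 is called only with many reads. Genes called conserved are those for which a difference is not detectable at this depth. The shallowest group was *D. mauritiana* at stage 5 in the comparison with *D. sechellia*, with 2146524–2333041 reads per embryo.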

Differences from the paper's values

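Of 79 values that the paper gives in its text or figures for measures computed here, 13 lay outside the tolerance and 66 within it. The gene numbers per category of the *D. mauritiana* x *D. simulans* crosses and the levels of *Cdk1*, *CG11241*, *slp1* and *Kr* are approximate readings from its figures. Among these readings, only the conserved genes of *mau* x *sim* lay outside the tolerance. Correlations were taken to differ when they were more than 1 SD (between embryo pairs) apart, and shares, counts and levels when they were more than 1.5-fold and, where a spread between crosses or embryos exists, more than 1 SD apart. A gap is called closed where an alternative brings the value within this tolerance, which does not make it equal to the paper's. Some values within the tolerance lie wholly outside the paper's ranges. At stage 2 they include the combined changes (17.0–21.8%, where the paper's values are 13.4% and 15.8%), compensatory changes (4.96–6.18%, where the paper's are 4.2% and 4.7%) and all genes biased in mapping (28.6–33.5%, where the paper's are 24.8% and 28.3%). At stage 5 they include the combined changes (28.5–36.6%, where the paper's values are 39% and 47%), *cis* plus *trans* (22.8–27.8%, where the paper's are 29% and 35%) and all genes biased in mapping (24.6–29.2%, where the paper's are 20.0% and 21.2%). Added alternatives were chosen after seeing the values.

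For stage 5 *sim* x *mau* embryos, the lowest rho with *D. simulans* was 0.959, where the paper's value is 0.955. With a minimum of 20 reads it was 0.952 and within the tolerance, and with no filter it was 0.981. The lowest rho with *D. mauritiana* was 0.875, where the paper's value is 0.863, and neither alternative set before the data were examined closed this gap (0.853 with at least 20 reads and 0.965 with no filter). The highest rho with *D. mauritiana* was 0.897, where the paper's value is 0.887, which a minimum of 20 reads brought within the tolerance (0.880) and no filter did not (0.971).

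The share of orthologous genes that were expressed and biased in mapping was 24.8–30.9% at stage 2, where the paper's values are 9.6% and 10.9%, and 19.8–26.01% at stage 5, where the paper's values are 5.0% and 6.2%. None of the 6 alternatives set before the data were examined closed these gaps, nor did leaving out any embryo. The mapping filter from the parental comparison only, chosen after seeing the values, brought the lowest stage 2 share to 13.4%, still above the paper's value but within the tolerance, and not the highest (19.9%) or those of stage 5 (14.3–18.9%). It dropped 0 of the 7 calls in single crosses that the paper makes for named genes.

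The lowest share of *cis* by *trans* changes at stage 5 was 5.76%, where the paper's value is 9%. Of 13 alternatives set before the data were examined, 5 brought it within the tolerance: no margin (8.71%), at least 20 reads (6.21%), no mapping filter (8.29%), TMM (6.46%) and a 4-fold limit for mostly zygotic genes (12.5%). It was also within the tolerance, though well below the paper's value, without *D. sechellia* replicate 3 (6.45%) or *D. mauritiana* replicate 2 (6.09%) or 3 (7.10%). The highest compensatory share at stage 5 was 15.9%, where the paper's value is 10%. Here 5 of 13 closed the gap, namely no margin (13.2%), a margin of 0.45–0.55 (14.7%), TMM (14.6%), the 4-fold limit (14.8%) and labelled-XX embryos only (12.4%), as did leaving out hybrid replicate 3 (14.8%) or 4 (14.6%).

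The conserved share at stage 5 was 11.1–15.1%, where the paper's values are 6% and 8%. For the lowest share, no margin (5.90%), at least 20 reads (8.26%) and all expressed genes (5.99%) closed the gap, and for the highest, at least 20 reads (10.4%) and all expressed genes (7.58%), out of 13 alternatives. Leaving out embryos did not. The lowest share of conserved inheritance at stage 5 was 6.10%, where the paper's value is 4%. Of 6 alternatives only TMM (5.83%) closed this gap, as did leaving out 1 of 8 of the 15 embryos (5.23–5.96%). For *mau* x *sim*, 49 conserved genes were found where the paper shows about 28 in Fig. 3D, read by eye. No margin (36), at least 20 reads (30) and mostly zygotic genes in both species separately (38) closed this gap, and the other 10 of 13 alternatives did not.

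Taking the deposited scaled values as counts, which was chosen after seeing the values, closed the gaps for *cis* by *trans* (8.45%), compensatory (9.62%), conserved (6.00% and 10.8%), conserved inheritance (4.13%) and the conserved genes of *mau* x *sim* (30). It dropped 2 of the 7 calls in single crosses that the paper makes for named genes, *Cdk1* in (*mau* x *sec*) x *mau* and *Kr* in *mau* x *sim*. The filter from the parental comparison only, also chosen after seeing the values, gave 9.07% for *cis* by *trans*.

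Some statements on order and direction differed. The paper places *cis* second among the stage 2 changes, and here the combined changes were ahead of *cis* in (*sim* x *mau*) x *sim* (433 and 413 genes) and (*mau* x *sim*) x *mau* (465 and 440), and behind it in the other 3 crosses. The paper gives the lowest conserved share at stage 2 to *D. simulans* and *D. mauritiana*. Here it was that of *D. sechellia* and *D. mauritiana* (12.7–14.3%), below 14.8–15.1%. For *mau* x *sec*, 2 stage differences had the other direction from the paper's, since the conserved share rose from 12.7% to 13.01% and the misexpressed share fell from 30.9% to 27.9%. The combined changes at stage 5 were the most frequent in 4 of 5 crosses and tied with *cis* in *sec* x *mau* (99 genes each). The paper finds stage 5 hybrids closer to the maternal species, which held in 4 of 5 crosses. Of these, *mau* x *sec* had embryo pairs whose ranges with the 2 species overlapped. In *mau* x *sim* the difference in rho was -2.82e-05, and it was 0.00147 with no filter and 0.00336 with mostly zygotic genes only.

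*Cdk1* was not classified in either of the 2 crosses for which the paper places it in *trans*, nor were *slp1* in *sim* x *sec* and *Kr* in *mau* x *sim*, since the mapping filter removed them. With the parental shares of 35.5% for *Cdk1*, 60.1% for *slp1* and 44.7% for *Kr*, the differences between the species had the paper's direction. *Cdk1* was *trans* in both crosses with edgeR calls, with a margin of 0.45–0.55, without the mapping filter and with the added filter from the parental comparison only. In (*sec* x *mau*) x *sec* it was also *trans* without hybrid replicate 1 or 3 and with the scaled values taken as counts. *Kr* was *cis* by *trans* in *mau* x *sim* with no margin, without the mapping filter and with the filter from the parental comparison only. Slp1 was *cis* plus *trans* under the same 3 settings, with the scaled values taken as counts, and without hybrid replicate 6. *BEAF-32*, for which the paper states differences in maternal deposition between species, was not called by limma in any pair, and by the counting intervals it differed between *D. simulans* and *D. mauritiana* (*D. simulans* share 46.8%, with an interval of 43.7–46.5% with the reads mapped to the other genome). Between *D. simulans* and *D. sechellia* the interval lay below 0.49 (47.2%) in 1 mapping direction and above 0.51 in the other (53.9–56.6%), and between *D. sechellia* and *D. mauritiana* it lay below 0.49 only with the other genome (41.8–45.1%).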

Other observations

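The tests of the difference between studies, of the spread between embryos, of both leans toward the mapped genome, of replicate 4 of *mau* x *sec*, and of other splits of the embryos were chosen only after the result was seen.

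The *trans* category was the most frequent at stage 2. A gene enters it when the parental species differ and the alleles do not, and the 2 comparisons differ in their error. Both alleles of a hybrid are read in the same embryo, while the parental species are read in different embryos, so spread between embryos enters mainly the parental comparison. At the median gene the variance between embryos was 5.35–8.06 times that of counting there and not above it between the alleles at stage 2, and 3.63–4.39 and 1.12–1.48 times at stage 5. When 2 embryos of 1 species were compared by the same intervals at stage 2, a median of 44.5% of genes were called different (28.5–54.3%, 18 pairs), against 62.2% (52.6–75.3%, 27 pairs) for 2 embryos of different species. At stage 5 the medians were 24.5% and 61.4%. In simulated counts in which no gene differed, 0.747% of 2542 genes were called *trans* with counting error only and 23.6% with the median spread between embryos of (*sim* x *mau*) x *sim* and its parental species, where 46.7% were called *trans* in the data. The same simulation for *sim* x *mau* at stage 5 gave 21.9% of 352 genes, where 21.0% were called *trans* in the data, so stage 5 is affected as well. Spread between embryos therefore fits as a part of the cause, and the *trans* share at both stages is likely an overestimate where intervals cover counting error alone. Whether it accounts for *trans* being ahead of *cis* at stage 2 cannot be told apart from a real excess, because the 2 alternatives that include the spread disagree. Intervals widened for it placed *trans* (18.8%) and *cis* (19.2%) about level, and edgeR calls, with 1 dispersion for both comparisons, gave 28.2% and 8.15%, with *trans* above *cis* in 5 of 5 crosses.

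The mapping filter removed many expressed genes. Hybrid calls that differed between the mapping directions covered 17.0–21.8% of the orthologous genes at stage 2 and 8.75–12.8% at stage 5. A lean of the hybrid reads toward the genome they are mapped to fits this part, since the median allele share moved toward the mapped genome in 5 of 5 crosses, by 1.31–1.53 points at stage 2 (4851–5000 genes), and at stage 5 by 1.33–2.41 points at 458–528 mostly zygotic genes and 1.47–1.83 points over 4889–5074 expressed genes, where the margin is 1 point on either side of an even share. The median lean of a single gene was smaller, 0.98–1.35 points at stage 2 and 0.65–0.94 points over the expressed genes at stage 5, with 88.9–92.6% and 85.8–90.0% of genes moved toward the mapped genome. With such a lean, an allele share close to the margin is called in only 1 mapping direction. Parental calls that differed covered 13.4–19.9% at stage 2 and 14.3–18.9% at stage 5, more than the hybrid calls at stage 5, and a lean of hybrid reads does not reach them. The median parental share moved by between -0.60 and 0.57 points over the pairs and stages, within the margin, while single genes moved both ways, so whether a lean of the parental reads has a part in these calls stays open.

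Stage 2 hybrids of both reciprocal crosses correlated more with the same parental species, which was *D. simulans* for *D. simulans* and *D. mauritiana* and *D. sechellia* for *D. sechellia* and *D. mauritiana*. Toward *D. simulans* the difference in rho was 0.0525 in (*sim* x *mau*) x *sim* and 0.0424 in (*mau* x *sim*) x *mau*. Toward *D. sechellia* it was 0.0305 in (*sec* x *mau*) x *sec* and 0.0328 in (*mau* x *sec*) x *mau*. Mapping to that species' genome is excluded, because the difference in (*mau* x *sim*) x *mau* was 0.0587 with the reads mapped to *D. mauritiana*. The F1 mothers of the reciprocal crosses have the same nuclear genotype apart from the parent of origin, and dominance in *trans* in these mothers stays open as an untested explanation.

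Hybrid embryos lay apart from parental embryos on the third principal component at both stages in every pair of species. For *D. simulans* and *D. mauritiana* their scores were 6.33–9.58 against -16.2 to -3.71 at stage 2 and -3.46 to 16.4 against -17.6 to -11.5 at stage 5, and the smallest gap over the pairs was 3.84. The paper names an earlier study as the source of the parental reads from which variants were called, and does not say whether the parental embryos compared here are the same. Its methods describe embryo collection from hybrid crosses only, so an earlier source is likely. A difference between studies cannot be told apart from an effect of the hybrid genome, because the labels give no batch that holds both kinds of embryo. This limits the modes of inheritance, including misexpressed genes, and the correlations between hybrids and parental species.

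Replicate 4 of *mau* x *sec*, labelled XX, held almost no paternal X alleles (0.590%). A wrong sex label fits, since its X total relative to the autosomes was -0.33 in log2, within the -0.43 to -0.22 of the labelled-XY embryos of the other crosses. Its X-linked genes entered the stage 5 values under the label. When all X-linked genes were left out, no mean category share over the 5 crosses moved by more than the spread between crosses. Such a mean can hide a shift in *mau* x *sec*, the only cross with doubtful labels. The shares of that cross alone without X-linked genes are not given here.

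Between the parental species, limma called 2200 of 5592 genes for *D. simulans* and *D. mauritiana* at stage 2 (1065 higher in *D. simulans*), 1584 of 5641 for *D. simulans* and *D. sechellia* (727 higher in *D. simulans*) and 1469 of 5173 for *D. sechellia* and *D. mauritiana* (720 higher in *D. sechellia*). At stage 5 it called 3428 of 6313, 2991 of 6356 and 2250 of 5923. For each of these, 1 of 10 splits of the embryos into groups of 3 gave as many called genes, namely the real one, and all other splits gave 0. With 10 splits the share cannot fall below 0.1, so the share alone cannot exclude an accident of which embryos form a group. The counts argue against it, at 1469–3428 genes for the real splits and 0 for all others. In simulated data, limma made 9 and 7 false calls between *D. simulans* and *D. mauritiana* at stages 2 and 5.

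Between the alleles, limma with the embryo as a block called 2976 genes for (*sim* x *sec*) x *sim* (2094 with the *D. simulans* allele higher), 2623 (1938) for (*sim* x *mau*) x *sim*, 2150 (1589) for (*mau* x *sim*) x *mau*, and 2818 (1878) and 2948 (1956) with the *D. sechellia* allele higher for (*sec* x *mau*) x *sec* and (*mau* x *sec*) x *mau*. These splits between the alleles depend on the scaling. With TMM factors for each allele, which centre the 2 alleles, they were 1391 and 1335, 1195 and 1183, 1002 and 1034, 1415 and 1287, and 1371 and 1470. The mapping matters as well. The median share of the named allele was 51.4–51.7% with the reads mapped to its own genome. It was 48.6–48.9% with the reads mapped to the other genome. The alleles can be exchanged in whole embryos in 4 ways, which are further splits of the data. For each cross, 1 of the 4 gave as many called genes and the others 0. With 3 embryos this share alone leaves the same question open. The counts, 2150–2976 genes against 0 in every cross, argue against an accident of the grouping. In simulated alleles of (*sim* x *mau*) x *sim*, limma made 7 false calls.

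The calls at stage 5 were 4842 for *sim* x *sec* (4492 with the *D. simulans* allele higher), 4759 (4478) for *sim* x *mau*, 4378 (617) for *mau* x *sim*, 4515 (4181, *D. sechellia* allele) for *sec* x *mau* and 3975 (535) for *mau* x *sec*, so the maternal allele was the higher one at most genes. With TMM factors the splits were 2330 and 2567, 2451 and 2243, 2491 and 2415, 2208 and 2407, and 2051 and 2185. Only 1 of 32 splits gave as many genes in each cross, with at most 641 in any other, which excludes an accident of the grouping.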
